# Nucleoporin Nup358 drives the differentiation of myeloid-biased multipotent progenitors by modulating HDAC3 nuclear translocation

**DOI:** 10.1126/sciadv.adn8963

**Published:** 2024-06-05

**Authors:** Valeria Guglielmi, Davina Lam, Maximiliano A. D’Angelo

## Abstract

Nucleoporins, the components of nuclear pore complexes (NPCs), can play cell type– and tissue-specific functions. Yet, the physiological roles and mechanisms of action for most NPC components have not yet been established. We report that Nup358, a nucleoporin linked to several myeloid disorders, is required for the developmental progression of early myeloid progenitors. We found that Nup358 ablation in mice results in the loss of myeloid-committed progenitors and mature myeloid cells and the accumulation of myeloid-primed multipotent progenitors (MPPs) in bone marrow. Accumulated MPPs in Nup358 knockout mice are greatly restricted to megakaryocyte/erythrocyte-biased MPP2, which fail to progress into committed myeloid progenitors. Mechanistically, we found that Nup358 is required for histone deacetylase 3 (HDAC3) nuclear import and function in MPP2 cells and established that this nucleoporin regulates HDAC3 nuclear translocation in a SUMOylation-independent manner. Our study identifies a critical function for Nup358 in myeloid-primed MPP2 differentiation and uncovers an unexpected role for NPCs in the early steps of myelopoiesis.

## INTRODUCTION

Nuclear pore complexes (NPCs) are multiprotein channels that connect the nucleus to the cytoplasm and regulate the nucleocytoplasmic molecule exchange (*1*). NPCs are built by the repetition of ~30 different proteins known as nucleoporins. In recent years, NPCs have emerged as important regulators of tissue physiology, and nucleoporins have been found to play cell type– and tissue-specific roles (*2*, *3*). This helps to explain why mutations in different nucleoporins result in diseases with tissue-restricted phenotypes (*4*). Unfortunately, the physiological function of most individual nucleoporins has not yet been established. Nup358, also known as RanBP2, is the main component of the NPC cytoplasmic filaments (*5*, *6*). Nup358 shows high expression levels in bone marrow tissue (*7*, *8*), and alterations in this nucleoporin are associated with several blood disorders, in particular, myeloid malignancies (*4*). For example, chromosomal translocations involving *NUP358* gene with *FGFR1* lead to myelodysplastic syndrome/myeloproliferative neoplasms (MDS/MPNs) (*9*), while *NUP358* fusions with *ALK* are associated with acute myeloid leukemia (*10*, *11*). Nup358 is also misregulated in myelofibrosis and has been proposed as potential therapeutic target for this disease (*12*, *13*). Despite the clear link between Nup358 alterations and myeloid disorders, the role of this nucleoporin in physiological hematopoiesis has not been investigated.

During hematopoiesis, blood and immune cells are generated from hematopoietic stem cells (HSCs), a small pool of self-renewing and multipotent cells that reside in the bone marrow (*14*). HSCs give rise to multipotent progenitors (MPPs), a cell population that has lost self-renewal capacity but still retains multi-lineage potential. MPPs differentiate into lineage-restricted progenitors that generate mature immune cells of the innate and adaptive immune systems. The population of HSCs and MPPs are referred to as LSK (Lin^−^Sca1^+^cKit^+^) cells (*15*–*17*). Within the LSK population, priming toward specific lineages already occurs, and MPPs exist in a spectrum of different lineage-biased states. This includes megakaryocyte/erythrocyte primed (MPP2), granulocyte/macrophage primed (MPP3), and lymphoid primed (MPP4), which support lineage expansion and differentiation (*18*–*21*). The factors and mechanisms that regulate the priming of MPPs into different linages and the generation of lineage-committed progenitors are not entirely understood.

In this work, we identified that inactivation of Nup358 in mice strongly reduces the number of myeloid-committed progenitors and mature myeloid cells without affecting the amount of LSK cells. Detailed analysis of the LSK compartment revealed that Nup358 ablation decreases the number of short-term HSCs (HSC^ST^) and lymphoid-primed MPP4 but increases the number of megakaryocyte/erythrocyte-primed MPP2 cells. Functional studies established that the accumulation of MPP2 cells is due to their inability to differentiate and progress through the hematopoietic cascade. Mechanistically, we determined that Nup358 is required for proper function and nuclear translocation of the histone deacetylase HDAC3 and uncovered that these two proteins work together to regulate MPP2 cell cycle progression and differentiation. Our results uncover Nup358 as a key regulator of myeloid MPP homeostasis and provide the first insights into the role of NPCs in blood development.

## RESULTS

### Nup358 is required for myeloid cell development

To investigate whether Nup358 plays a role in hematopoiesis and avoid the embryonic lethality associated with its constitutive ablation in mice (*22*), we generated an inducible knockout line. *Nup358^fl/fl^* animals were crossed with *R26-CreER^T2^* (*CreER^T2^*) mice that constitutively express a tamoxifen-regulated Cre recombinase (fig. S1A). Tamoxifen treatment of adult *Nup358^fl/fl^CreER^T2^* mice (Nup358^−/−^ from now on) for three consecutive days efficiently ablated Nup358 in hematopoietic cells (fig. S1, B and C). Costaining with mAb414, which recognizes several nucleoporins (*23*), showed that Nup358 depletion does not result in major alterations of NPCs (fig. S1C). This is consistent with previous reports demonstrating that Nup358 is dispensable for NPC assembly (*24*).

Five days after tamoxifen injection, bone marrows from Nup358^−/−^ mice showed significantly reduced cellularity compared to controls (Fig. 1A). Further characterization of these cells using the Lineage (Lin) antibody cocktail, which distinguishes mature blood cells (Lin^+^) from hematopoietic stem and progenitor cells (Lin^−^) (Fig. 1B), exposed a reduction of both cell populations (Fig. 1C). The decrease in Lin^+^ cells was more pronounced than the reduction in Lin^−^ cells, so that the frequency of this population in Nup358 knockouts was increased by approximately threefold (Fig. 1D). Detailed analysis of Lin^−^ cells revealed that Nup358 loss results in a strong reduction of myeloid progenitors (MyP), which include common myeloid progenitors (CMP), megakaryocyte erythrocyte progenitors (MEP), and granulocyte monocyte progenitors (GMP), without affecting lymphoid-myeloid primed progenitors (LMPPs) or common lymphoid progenitors (CLP) (Fig. 1, E and F, and fig. S1D). Consistent with the lower number of committed MyPs, bone marrows of Nup358^−/−^ mice exhibit fewer mature monocytes, neutrophils, and macrophages (Fig. 1G). Mature lymphoid cells including bone marrow natural killers, B cells, and splenic T cell populations, were not changed in these animals (Fig. 1, H and I). These data suggest a role for Nup358 in myeloid development. To confirm this, we performed colony formation assays in conditions that promote myeloid differentiation (*25*). We found that bone marrow cells from tamoxifen-treated *Nup358^fl/fl^CreER^T2^* mice failed to form colonies in vitro (Fig. 1J). Nup358 ablation also prevented the differentiation of bone marrow progenitors into macrophages (Fig. 1K). However, when Nup358 ablation was performed after hematopoietic progenitors had differentiated into macrophages, no effect on their numbers or survival was observed (Fig. 1, L and M, and fig. S1, E and F). The requirement of Nup358 for the development, but not the survival of mature myeloid cells, suggests a role for this nucleoporin in the differentiation of MyPs.

**Fig. 1.**
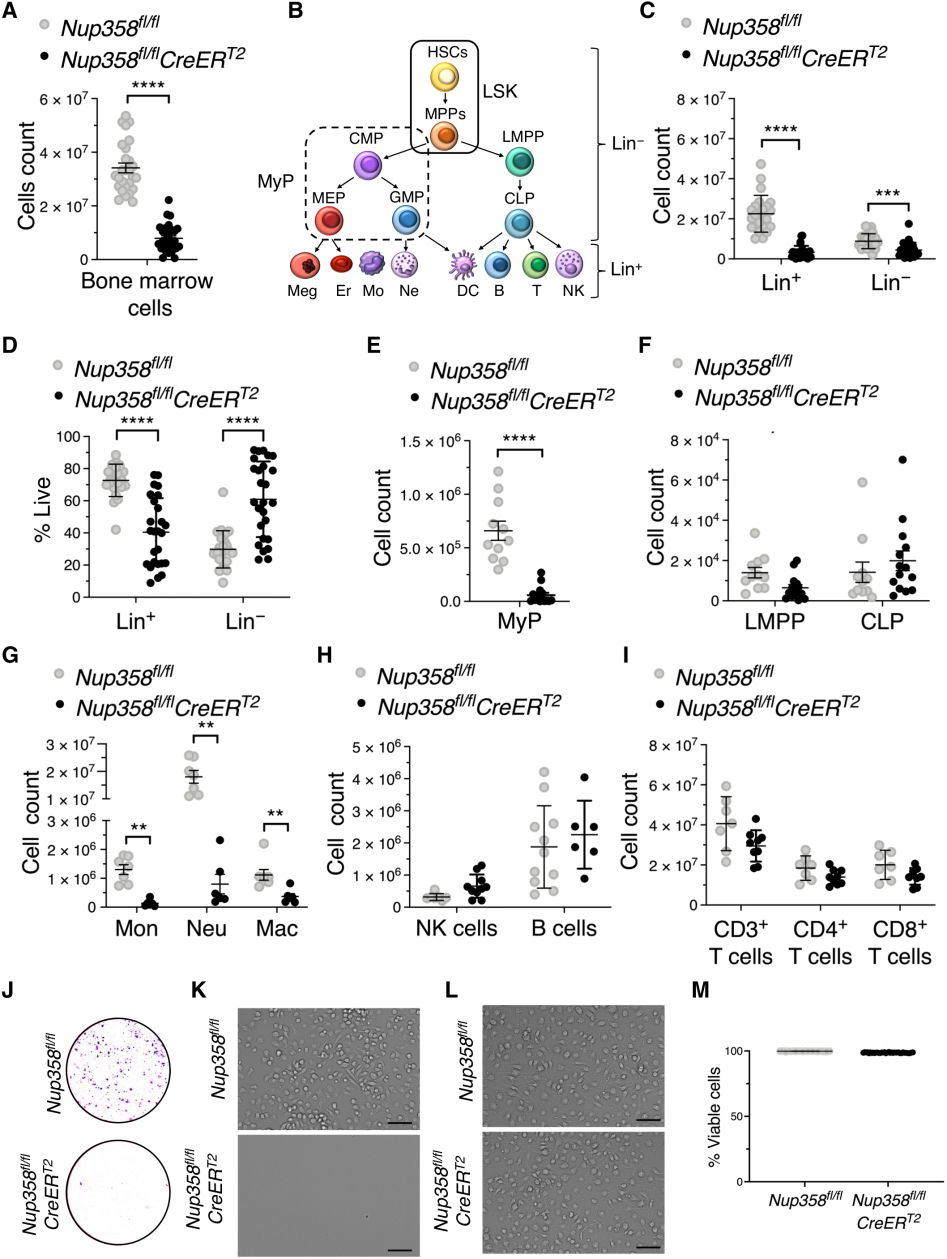
Nup358 is required for myeloid cell development. (**A**) Total bone marrow cells in *Nup358^fl/fl^* (control) and *Nup358^fl/fl^CreER^T2^* (Nup358 knockout) mice treated with tamoxifen. (**B**) Schematic illustration of hematopoiesis. HSCs, hematopoietic stem cells; MPPs, multipotent progenitors; LSK, Lin^−^Sca1^+^cKit^+^ cells; MyP, myeloid progenitors; CMP, common myeloid progenitors; MEP, megakaryocyte erythrocyte progenitors, GMP, granulocyte monocyte progenitors; LMPP, lymphoid-myeloid primed progenitors; CLP, common lymphoid progenitors; Meg, megakaryocytes; Er, erythrocytes; Mo, monocytes; Ne, neutrophils; DC, dendritic cells; B, B lymphocytes, T, T lymphocytes; NK, natural killer cells. (**C** to **H**) Flow cytometry analysis of bone marrow cells from control and Nup358 knockout mice. Mature immune cells (Lin^+^) and hematopoietic progenitors (Lin^−^) numbers (C), Lin^+^ and Lin^−^ percentage of viable cells (D). Number of MyP (E), LMPP and CLP (F). Number of monocytes (Mon), neutrophils (Neu), and macrophages (Mac) (G), NK cells, and B cells (H). (**I**) Number of CD3^+^, CD4^+^, and CD8^+^ T lymphocytes in spleen of control and Nup358 knockout mice. (**J**) Colony formation assay of bone marrow cells from control and Nup358 knockout mice in conditions promoting myeloid differentiation. (**K**) Representative images of macrophages differentiated in vitro from bone marrow cells of tamoxifen-treated *Nup358^fl/fl^* and *Nup358^fl/fl^CreER^T2^* mice. Scale bars, 75 μm. (**L**) Representative images macrophages differentiated in vitro from bone marrow cells of *Nup358^fl/fl^* and *Nup358^fl/fl^CreER^T2^* mice treated with tamoxifen after differentiation. Scale bars, 75 μm. (**M**) Viability of differentiated macrophages from (L). Data are means ± SD **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 by either unpaired Student’s *t* test [(A), (E), and (M)] or multiple unpaired Student’s *t* test with Holm-Sidak method to correct for multiple comparisons [(C) and (D) and (F) to (I)]. Data are pooled from eight (A), six [(C) and (D)], three [(E) and (F)], two [(G) to (I)], and four (I) independent experiments with at least *n* = 3 mice of each genotype.

#### Nup358 deletion increases the number of myeloid-primed MPP2

To investigate whether the reduced number of committed MyPs in Nup358^−/−^ mice is due to alterations in the early stages of hematopoiesis, we characterized the LSK cell compartment (Fig. 2A and fig. S2). We determined that Nup358 ablation did not affect the total number of LSK cells (Fig. 2B), although a significant increase in their frequency within the Lin^−^ progenitor population was observed in these mice due to the loss of committed MyPs (Fig. 2C). LSK cells constitute a heterogenous population that includes long-term HSCs (HSC^LT^), HSC^ST^, and MPPs (Fig. 2A). MPPs are further divided into subpopulations that are primed to generate different lineages (*18*–*21*). While MPP2 and MPP3 cells are skewed toward myeloid differentiation, being MPP2 primed for megakaryocyte/erythrocyte differentiation and MPP3 biased toward granulocyte/monocyte differentiation, MPP4 cells are primed toward lymphoid differentiation (Fig. 2A). Using a combination of previously described markers (Lin, Sca-1, cKit, CD135, CD48, and CD150) (fig. S2) (*20*), we determined that Nup358 ablation did not affect the HSC^LT^ population but strongly reduced the number and frequency of HSC^ST^ within the LSK population (Fig. 2, D and E). On the other hand, Nup358^−/−^ mice exhibited increased numbers and frequency of megakaryocyte/erythrocyte-primed MPP2 (Fig. 2, F and G). MPP3 and MPP4 numbers were not changed in Nup358^−/−^ animals, although the frequency of MPP4 within the LSK population was significantly reduced (Fig. 2, F and G). These findings show that Nup358 loss alters the distribution of the LSK cell population, reducing HSCs and increasing the number of myeloid-biased MPP2.

**Fig. 2.**
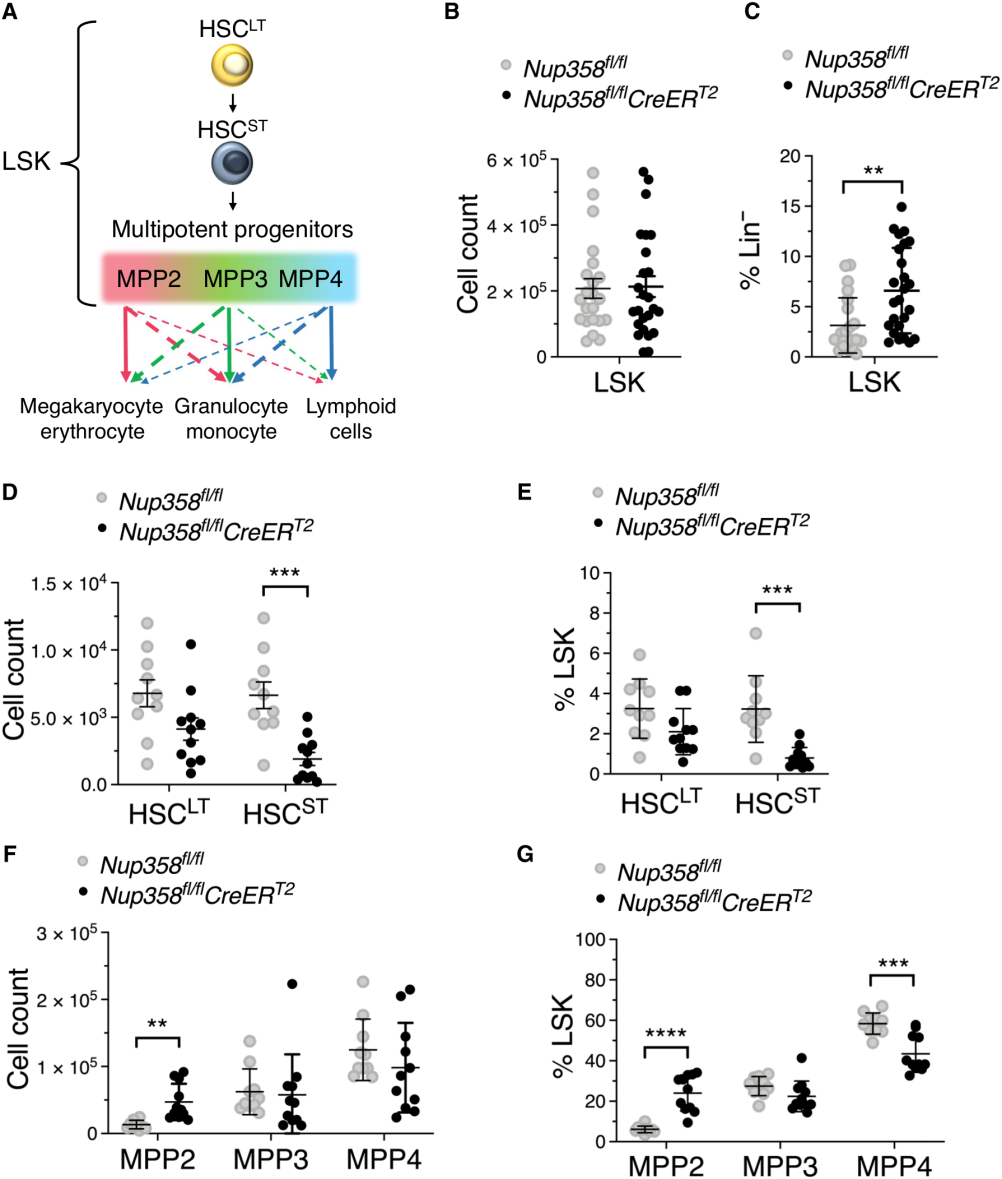
Nup358 knockouts have increased the number of megakaryocyte erythroid-primed MPP (MPP2). (**A**) Schematic illustration of the LSK subpopulations and MPP lineage priming. (**B**) Number of LSK cells in bone marrows of control and Nup358 knockout mice. (**C**) LSK cells as percentage of Lin^−^ cells. (**D**) Number of HSC^LT^ and HSC^ST^ in bone marrow of control and Nup358 knockout mice. (**E**) HSC^LT^ and HSC^ST^ as percentage of LSK cells. (**F**) Number of MPP2, MPP3, and MPP4 in bone marrows of control and Nup358 knockout mice. (**G**) Percentage of MPP2, MPP3, and MPP4 in the LSK population. Data are means ± SD. **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001 by either unpaired Student’s *t* test [(B) and (C)] or multiple unpaired Student’s *t* test with Holm-Sidak method to correct for multiple comparisons [(D) to (G)]. Data are pooled from six [(B) and (C)] and three [(D) to (G)] independent experiments with at least *n* = 3 mice of each genotype.

#### Nup358 function in myeloid differentiation is intrinsic to hematopoietic progenitor cells

Tamoxifen treatment of the *Nup358^fl/fl^CreER^T2^* mice results in the ablation of Nup358 in all tissues. To investigate whether the abnormalities observed in Nup358^−/−^ are due to intrinsic defects in the function of hematopoietic progenitors, we performed bone marrow transplantation assays. *Wild-type* recipient mice expressing the CD45.1 congenic marker were transplanted with bone marrow cells obtained from *Nup358^fl/fl^* or *Nup358^fl/fl^CreER^T2^* mice expressing the CD45.2 marker. After 12 weeks of reconstitution, the mice were treated with tamoxifen to eliminate Nup358 in hematopoietic cells, and the composition of bone marrow and peripheral blood was analyzed (Fig. 3A). Five days after the first tamoxifen injection, peripheral blood obtained from recipient mice transplanted with *Nup358^fl/fl^CreER^T2^* bone marrow cells showed complete recombination of exon 2 (fig. S3A) and reduced numbers of peripheral monocytes and neutrophils (Fig. 3B). Lymphocytes were again not affected (Fig. 3B). This agrees with our findings in *Nup358^fl/fl^CreER^T2^* full knockout mice. By 12 days after injection, mice showed signs of severe anemia (*26*), including reduced red blood cells, lower hemoglobin levels, and a drastic drop in hematocrit levels (fig. S3B). Congenic marker expression at this time point confirmed the successful engraftment of donor CD45.2 bone marrow cells in the CD45.1 *wild-type* recipients (fig. S3C). Analyses of bone marrow composition showed that similarly to *Nup358^fl/fl^CreER^T2^* full knockout mice, *wild-type* mice reconstituted with *Nup358^fl/fl^CreER^T2^* cells had a remarkable reduction of total bone marrow cells, Lin^+^ cells, and Lin^−^ cells, with the decrease in Lin^+^ cells being again more severe than the reduction of Lin^−^ cells (Fig. 3, C to E). Mice transplanted with *Nup358^fl/fl^CreER^T2^* bone marrow cells also showed a decrease in HSC^ST^ and the accumulation of MPP2 confirming our findings with full knockout mice (Fig. 3, F and G). Notably, at 12 days after tamoxifen, mice transplanted with *Nup358^fl/fl^CreER^T2^* cells also exhibited fewer MPP4 cells, which was not observed in *Nup358^fl/fl^CreER^T2^* full knockout mice at 5 days after the first tamoxifen injection (Fig. 3, F and G). Unfortunately, *Nup358^fl/fl^CreER^T2^* full knockout mice developed severe intestinal alterations by day 7 after tamoxifen injection that prevent us from studying hematopoietic phenotypes beyond 5 to 6 days of knockout. Consistent with decreased numbers of MPP4 cells, *wild-type* mice carrying *Nup358^fl/fl^CreER^T2^* hematopoietic cells also exhibited reduced numbers of lymphocytes in spleen and blood (Fig. 3, H and I). Together, these findings indicate that Nup358 function is intrinsic to hematopoietic progenitors and that its ablation results in the accumulation of the myeloid-primed MPP2, at the expense of HSCs and loss of the lymphoid-primed MPP4.

**Fig. 3.**
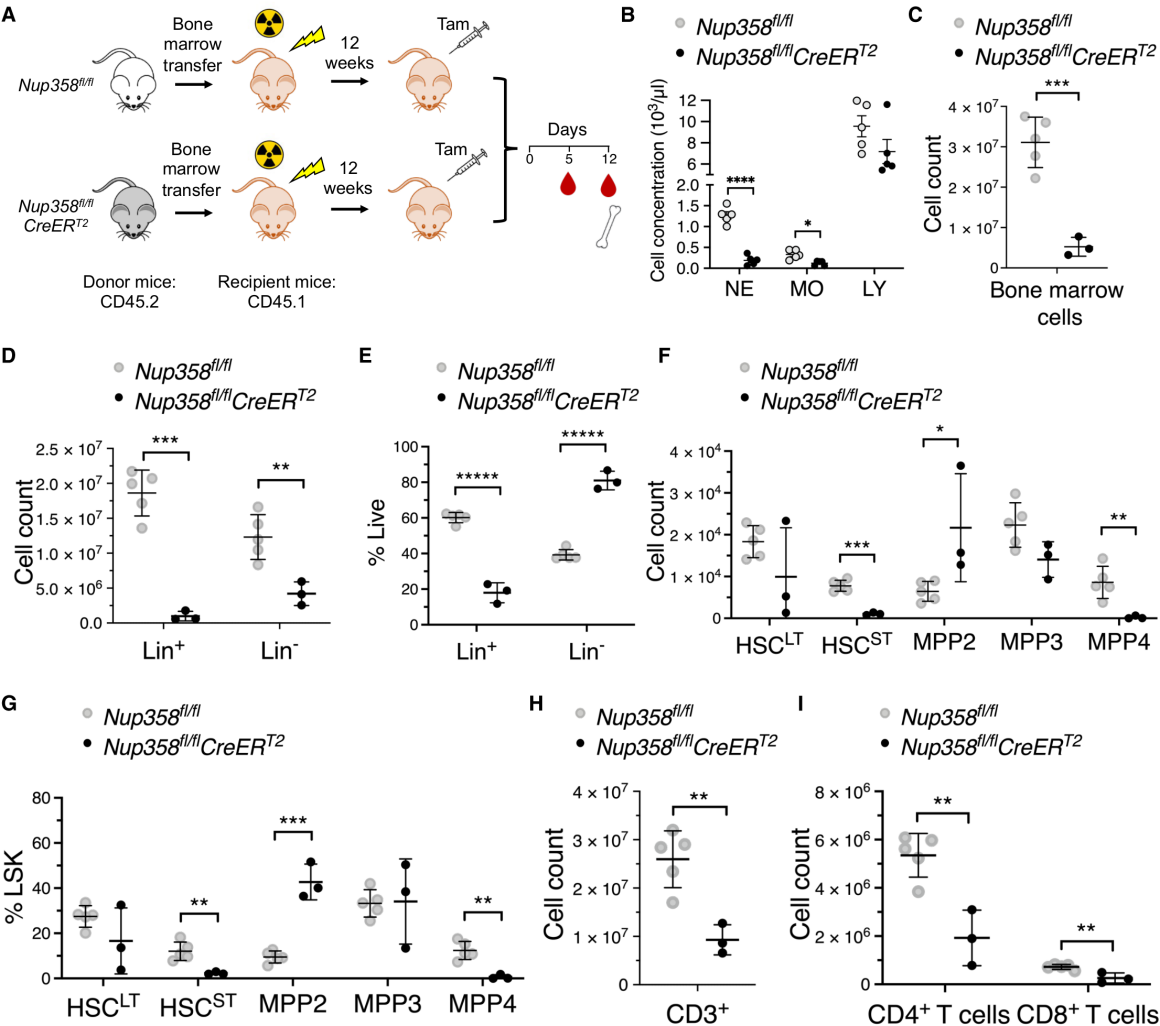
Nup358 role in myeloid development is intrinsic to hematopoietic progenitors. (**A**) Schematic illustration of the bone marrow transplantation experiments. (**B**) Number of neutrophils (NE), monocytes (MO), and lymphocytes (LY) per milliliter in peripheral blood of CD45.1 wild-type mice transplanted with bone marrow cells from either *Nup358^fl/fl^* or *Nup358^fl/fl^-CreER^T2^* mice after 12 weeks of reconstitution and 5 days after tamoxifen administration. (**C**) Total bone marrow cells from CD45.1 wild-type mice transplanted with bone marrow cells from either *Nup358^fl/fl^* or *Nup358^fl/fl^-CreER^T2^* mice at 12 days after tamoxifen administration. (**D** to **G**) Flow cytometry analysis on bone marrow cells isolated from CD45.1 wild-type mice transplanted with bone marrow cells from either *Nup358^fl/fl^* or *Nup358^fl/fl^-CreER^T2^* mice after 12 weeks of reconstitution and 12 days after tamoxifen administration. Lin^+^ and Lin^−^ cells as number (D) or percentage of viable bone marrow cells (E), and HSC^LT^, HSC^ST^ MPP2, MPP3, and MPP4 as number (F) or percentage of LSK cells (G) at 12 days after tamoxifen injection. (**H** and **I**) Flow cytometry analysis on splenocytes isolated from CD45.1 *wild-type* mice transplanted with bone marrow cells from either *Nup358^fl/fl^* or *Nup358^fl/fl^-CreER^T2^* mice after 12 weeks of reconstitution and 12 days after tamoxifen administration. Total CD3^+^ T lymphocytes (H), CD4^+^ T lymphocytes, and CD8^+^ T lymphocytes (I). Data are means ± SD. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001, *****P ≤ 0.00001 by unpaired Student’s *t* test [(C) and (H)] or multiple unpaired Student’s *t* test with Holm-Sidak method to correct for multiple comparisons [(D) to (G) and (I)].

### Single-cell sequencing identified cell cycle and DNA replication as the most represented altered pathways in Nup358^−/−^ myeloid-primed MPP2

The decreased number of MPP4 explains the loss of circulating lymphocytes in mice reconstituted with Nup358 knockout cells. On the other hand, despite having increased numbers of the myeloid-primed progenitors MPP2, Nup358 knockout mice still fail to produce committed MyPs and mature myeloid cells. This suggests a role for Nup358 in regulating the differentiation of MPP2 cells. To determine how Nup358 might regulate the activity of MPP2 cells, we performed single-cell RNA sequencing (scRNA-seq) on LSK cells. This experiment was performed in duplicate with two control and two Nup358^−/−^ LSK samples, each prepared from a pool of three bone marrows isolated from individual animals (total of six animals per genotype) (fig. S4A). 

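The sorted LSK cells were counted in droplets by their 3′ transcript ends, and each captured transcript carried a unique molecular identifier (UMI), so that a UMI stands for 1 molecule. Control libraries came from Nup358 fl/fl mice, which the deposited labels call wild-type, and Nup358 knockout libraries from Nup358 fl/fl mice that also carry CreERT2. The authors aligned the reads to the mouse genome build GRCm38, counted the UMIs of each gene with Cell Ranger in each library separately and called the barcodes that hold cells. They deposited these counts without normalization. The deposited barcodes held 60330267 UMIs in control replicate 1 and 25111828 in control replicate 2. They held 35986936 UMIs in Nup358 knockout replicate 1 and 54850344 in replicate 2. The paper's Table S1 lists the reads of each library, and the values reported here use the UMIs. Cells with at least 200 detected genes and at most 10% mitochondrial UMIs were kept, which removed 269 of the 25242 deposited barcodes. This left 9198 and 6793 control cells and 4749 and 4233 knockout cells. The counts of each cell were scaled to 10000 and log-transformed, and the 4 libraries were clustered together on 10 principal components of 2000 variable genes without correction between libraries. Clusters were named from lists of lineage genes that were fixed before the data were examined. The rule that turned a list into a name was revised after its output was seen, and 3 versions were tried. Doublets were kept, since the call made by Scrublet named only 3 cells. For tests of genes, the UMIs of a group of cells were summed within each library, so that a library made from 3 mice was 1 replicate. Shares of cells were compared by an exact permutation of the 4 libraries, whose smallest two-sided p is 0.333, so that no share could pass a threshold of 0.05. The 95% intervals of shares are exact Clopper-Pearson intervals, and they cover counting error only. Ranbp2, the gene of Nup358 (ENSMUSG00000003226, chromosome 10 of GRCm38, 58446920 to 58494356), had 127 and 109 CPM (UMI counts scaled to equal library size) in the control libraries and 121 and 125.4 CPM in the knockout libraries. Its log2 fold change over all LSK cells was 0.06 (standard error 0.12, n = 2 libraries per genotype, adjusted p = 0.809 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.18 without control replicate 1 and −0.05 without control replicate 2. Counts of 3′ ends do not read the deleted part of the gene, so this value is no test of the genotype labels.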

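The deposited files hold 16089 cell barcodes from the control libraries, 9250 and 6839, and 9153 from the Nup358 knockout libraries, 4840 and 4313. Every deposited barcode had at least 500 UMIs. The median was 5311 and 1035 UMIs per barcode in control replicates 1 and 2, and 1085.5 and 11851 in knockout replicates 1 and 2. A total of 6680 barcode sequences occurred in more than 1 library, and 1138 of them occurred in all 4 libraries. In 6 of these 6680 sequences (0.0898%), the 2 largest UMI counts lay within 3-fold of each other. A barcode was counted as copied when the same sequence had at least 3 times as many UMIs in another library, a rule chosen after seeing the data. By this rule 10936 of the 25242 deposited barcodes (43.3%) were copied. They were 14.8% of the barcodes in control replicate 1, 81.8% in control replicate 2, 65.3% in knockout replicate 1 and 18.8% in knockout replicate 2. Copied barcodes carried few UMIs, with a median of 719, 902, 784 and 837 in the same order of libraries, and held 2.01%, 24.6%, 8.58% and 1.61% of the UMIs of their library. Of the copied barcodes, 99.97% had a profile closer to that of the same barcode in the other library than to that of a random cell there. Copying crossed the genotypes. Of the 5595 copied barcodes in control replicate 2, 2599 had at least 3 times as many UMIs in knockout replicate 2. For 1232 this held in knockout replicate 1 and for 1774 in control replicate 1. Values over all deposited barcodes thus count barcodes that follow a knockout cell as control cells, and the reverse. With all copied barcodes left out, 7881 and 1244 control barcodes and 1679 and 3502 knockout barcodes remained. The values at each result use all deposited barcodes that passed the filters, and those with copied barcodes left out are given beside them where they differ in direction.

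**Figure D1:**
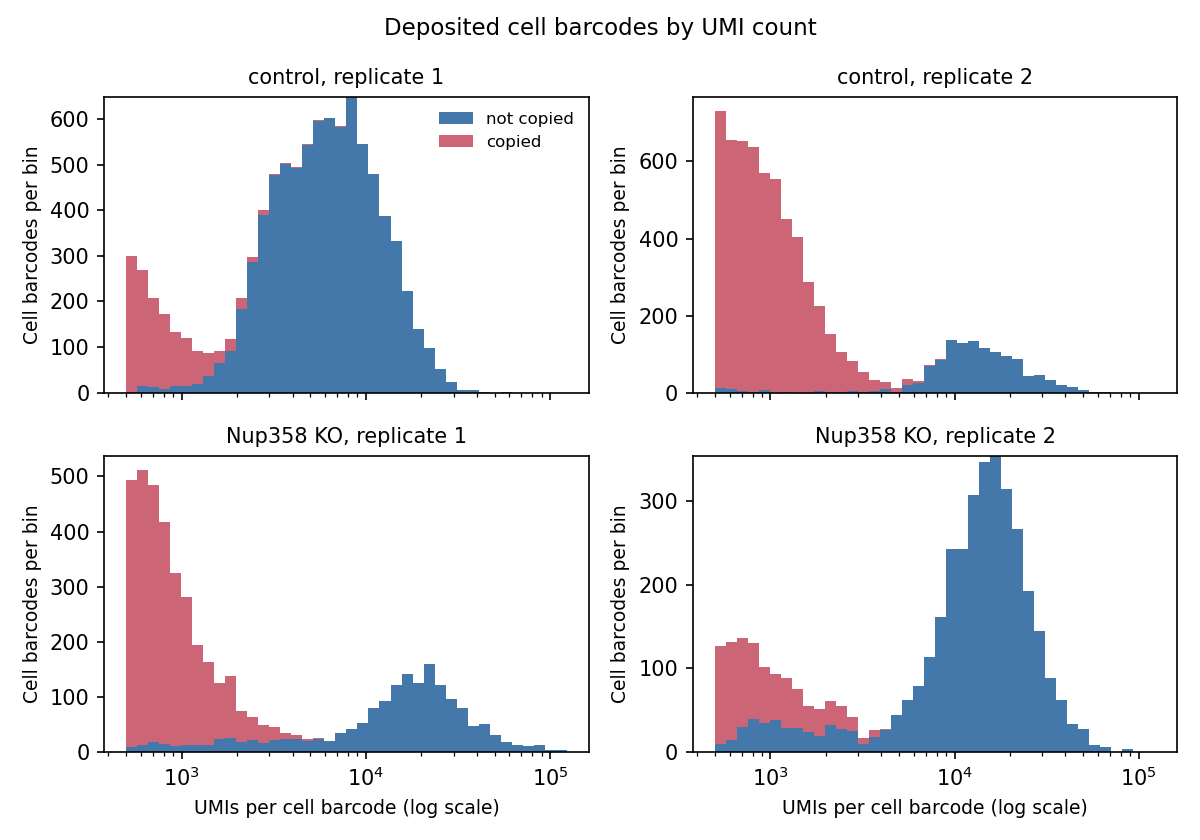
Deposited cell barcodes of each library by UMIs per barcode on a log scale, stacked as copied (the same barcode has at least 3 times as many UMIs in another library) and not copied. Copied barcodes make up 81.8% of control replicate 2 and 65.3% of Nup358 knockout replicate 1, and their median lies between 719 and 902 UMIs in the 4 libraries.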

A total of 24,590 transcriptional profiles of LSK cells (15,516 from control and 9074 from Nup358^−/−^ cells) were sequenced to a median depth of approximately 50,000 reads per cell (table S1). Sequencing data were processed using Loupe software and the Rosalind single-cell sequencing analysis platform to generate cell clusters and identities. 

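Clustering of the 24973 cells that passed the filters by the Leiden method at resolution 1 gave 22 clusters. Each was set beside the clusters of the paper by the Pearson correlation of centred log2 expression over 537 genes, using the cluster averages in the paper's Table S2. The copy of that table at hand lists 551 genes from its first 4 sheets only, so that genes of the later sheets did not enter the match. Between 12 and 3432 cells formed a cluster, and 12 of the paper's clusters were the best match of at least 1 of them. The correlation of a cluster with its best match ranged from 0.410 to 0.983. Cells like cluster 4 of the paper came from 4 clusters with correlations of 0.776 to 0.853 and 5345 cells in all. One of these 4, with 1073 cells, carried 7 of the 9 neutrophil markers at 2-fold or more (mean log2 fold 1.78), and it supplied 679 and 88 cells of the control libraries and 248 and 58 of the Nup358 knockout libraries. Values for cells like cluster 4 include it unless stated. Cells like cluster 9 came from a single cluster of 593 cells with a correlation of 0.690. None of the 22 clusters had cluster 2, 6 or 8 of the paper as its best match. Several clusters took most of their cells from 1 library. The cluster of 2016 cells like cluster 4, for example, held 1698 cells of Nup358 knockout replicate 2 and 54 of replicate 1. Its correlation was 0.853 with cluster 4 of the paper and 0.813 with cluster 1, the second best match, so that its match was a close one.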

Through dimensionality reduction and unsupervised clustering with Uniform Mainfold Approximation and Projection, we distinguished a total of 15 clusters and changes in cell distribution between control and Nup358^−/−^ mice (Fig. 4, A and B, and table S2). Clusters were classified on the basis of the expression of lineage-associated genes and genes previously associated with different hematopoietic cell populations and cellular states (table S3) (*19*, *20*, *27*–*29*). We also examined cluster-associated genes using multiple algorithms including gProfiles, Metascape, BioGPS, and David Gene Ontology. Five clusters (1 to 3, 5, and 6) lacked expression of lineage-specific genes and were defined as stem/unprimed (fig. S4B). 

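Of the 22 clusters, 11 with 16206 cells had no lineage name by the fixed marker lists. A name needed at least 3 markers of a list at 2-fold or more over the median of the other clusters and a mean log2 fold of at least 2 over the list. The neutrophil marker Elane reached 49.3 CPM over the cells with no lineage name and 4505 CPM over those of the neutrophil-like clusters. The Mk and erythroid marker Car1 reached 36.8 CPM in the former and 815.0 CPM in the cells of the megakaryocyte- and erythrocyte-like clusters. Clusters with at least 3 markers of a list but a mean log2 fold between 1 and 2 stayed without a name. For the neutrophil list these held 18.1% and 1.55% of the cells in control replicates 1 and 2, and 5.56% and 1.51% in the Nup358 knockout replicates. For the megakaryocyte and erythrocyte list they held 14.0% and 24.3% in the control replicates, and 25.9% and 3.09% in the knockout replicates.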

Nine clusters (4, 7 to 9, and 11 to 15) were considered lineage-primed because of the expression of lineage-specific genes (Fig. 4C and fig. S4B). These clusters were biased toward myeloid differentiation (neutrophil: clusters 7 and 8; MegE: clusters 4 and 9) or lymphoid differentiation (clusters 12 to 15) (Fig. 4C and fig. S4B). 

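A total of 4 clusters with 4145 cells were named neutrophil-like (N-like). All 9 genes of the fixed neutrophil list had more CPM in N-like cells than in the other cells of the same library, in each of the 4 libraries. Elane (chromosome 10 of GRCm38, 79886247 to 79888215) had 3055 ± 1877 CPM in N-like cells and 43.7 ± 50.0 CPM in the other cells (mean ± SD, n = 4 libraries). Hp (chromosome 8, 109575128 to 109579172) had 235 ± 92.8 CPM in N-like cells and 11.7 ± 14.7 CPM elsewhere. Anxa3 (chromosome 5, 96793339 to 96845966) had 167 ± 31.1 CPM and 20.1 ± 10.1 CPM. Cebpa (chromosome 7, 35119293 to 35121928) rose least of these, with 64.8 ± 11.4 CPM in N-like cells and 24.8 ± 4.45 CPM in the other cells. The clusters were named with the same list, so these differences show how far they are apart and are not a test of the names.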

Neutrophil-primed clusters (N-primed) were characterized by up-regulation of markers such as Elane, Hp, Cebpa, and Anxa3 (Fig. 4C). 

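Megakaryocyte- and erythrocyte-like (ME-like) was the name of 2 clusters with 3656 cells. Of the 7 genes in the fixed ME list, 6 had more CPM in ME-like cells than in the other cells of each of the 4 libraries, and all 7 had the higher mean. Gata1 (X chromosome of GRCm38, 7959260 to 7978071) had 60.6 ± 30.6 CPM in ME-like cells and 8.52 ± 1.80 CPM in the other cells (mean ± SD, n = 4 libraries). Klf1 (chromosome 8, 84901928 to 84905291) had 49.96 ± 42.3 CPM in ME-like cells and 3.70 ± 0.978 CPM elsewhere. Epor (chromosome 9, 21958897 to 21963506) had 15.4 ± 8.95 CPM and 2.29 ± 0.991 CPM. Hbb-bt (chromosome 7, 103812524 to 103813996) ranged from 117 to 856 CPM over the ME-like cells of the 4 libraries and from 47.2 to 226 CPM over the other cells, so that its difference did not exceed the spread between libraries. The ME-like clusters had cluster 11 of the paper as their best match, with correlations of 0.526 and 0.825, and not cluster 4 or 9. With copied barcodes left out, an ME-like cluster of 479 cells had cluster 9 as its best match (0.665). Of its cells, 393 came from Nup358 knockout replicate 2. Another, of 731 cells, then had cluster 5 (0.785).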

MegE-primed clusters (ME-primed) were enriched in transcripts related to megakaryocyte and erythrocyte functions such as Hbb-bt, Epor, Klf1, and Gata1 (Fig. 4C). Lymphoid hallmark genes such as Il7r, Ccr9, and CD79a were increased in lymphoid-biased clusters (L-primed) (Fig. 4C). 

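In the deposited counts, 4 clusters with 954 cells were named lymphoid-like (L-like). Il7r (chromosome 15 of GRCm38, 9505788 to 9530176) had 94.4 ± 45.5 CPM in L-like cells and 2.98 ± 1.51 CPM in the other cells (mean ± SD, n = 4 libraries). Cd79a (chromosome 7, 24897381 to 24902197) had 954 ± 428 CPM in L-like cells and 3.58 ± 3.05 CPM elsewhere. Ccr9 (chromosome 9, 123678439 to 123784330) ranged from 0 to 39.2 CPM over the L-like cells of the libraries and from 0.117 to 0.445 CPM over the other cells. All 10 genes of the lymphoid list had the higher mean in L-like cells, and 8 of them were higher in each of the 4 libraries. Another list, of plasmacytoid dendritic cells, gave 4 of the 10 genes with the largest fold in a cluster of 242 cells and the lymphoid list 2, and this cluster was named because that list was counted as lymphoid. One of the other clusters, with 239 cells, carried the mature B-cell genes Cd79a and Ms4a1 and had no UMI of Kit, which encodes a receptor that LSK cells were sorted on.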

Clusters 10 and 11 were more difficult to classify because of a low number of genes selectively restricted to them. 

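In the 2 ME-like clusters, whose best match was cluster 11, Car1 (chromosome 3 of GRCm38, 14766216 to 14808368) had 846 ± 633 CPM, and it had 32.2 ± 13.3 CPM in the other cells (mean ± SD, n = 4 libraries). Car1 ranged from 164 to 1423 CPM over the ME-like cells of the libraries. Car2 (chromosome 3, 14886273 to 14900770) had 484 ± 205 CPM in the same clusters and 202 ± 47.4 CPM elsewhere. In the cluster averages of the paper's Table S2, Car1 has 1.95 in cluster 11 and 0.00681 in cluster 4.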

The two most significant markers for cluster 11, Car1 and Car2, are associated with MegE progenitors, suggesting that they are myeloid primed (table 3). Cluster 10 could not be classified and was not considered for subsequent analyses. Our scRNA-seq data corroborate the existence of lineage-biased MPPs and are in agreement with previous studies showing that the major LSK subpopulations defined with cell surface markers are more difficult to separate at the transcriptome level due to the heterogeneity of their transcriptional profiles (*18*–*21*, *28*–*30*).

**Fig. 4.**
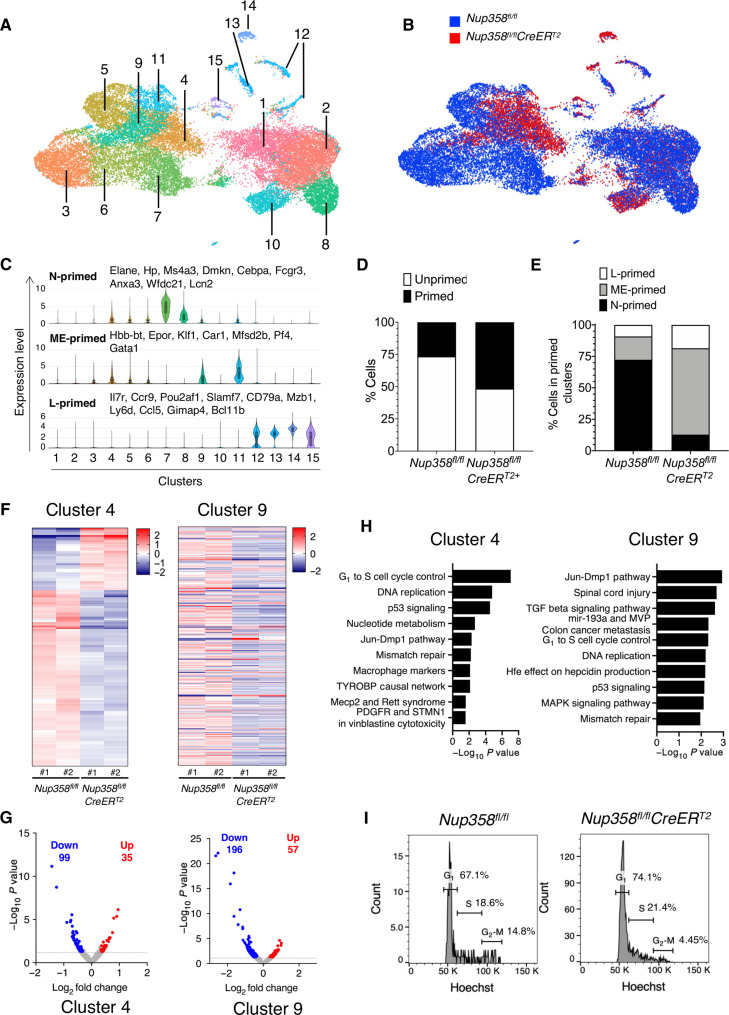
scRNA-seq analysis of Nup358^−/−^ LSK cells. (**A**) Uniform Manifold Approximation and Projection plot of control and Nup358 knockout cells showing 15 clusters identified by dimensionality reduction and unsupervised clustering. (**B**) Distribution of control (blue) and Nup358 knockout (red) cells among clusters. (**C**) Violin plots representing the aggregated expression of genes associated with neutrophils, megakaryocytes/erythrocytes, and lymphocytes in the identified clusters. (**D**) Distribution of control and Nup358 knockout cells in unprimed and primed clusters. (**E**) Distribution of control and Nup358 knockout cells in neutrophil-primed (N-primed), megakaryocytes/erythrocyte-primed (ME-primed), and lymphocyte-primed (L-primed) clusters. (**F**) Heatmaps showing genes differentially expressed between control and Nup358 knockout LSK cells from clusters 4 and 9 (fold change > ±1.25; *P* < 0.05). (**G**) Volcano plot of single-cell transcriptome data showing the differentially expressed genes in Nup358 knockout cells from clusters 4 and 9. Genes are organized by log_2_ fold change and –log_10_ *P* value. Genes below the cutoff (dashed line, *P* < 0.05) are shown in gray. (**H**) Ten most significantly altered pathways in Nup358 knockout LSK cells from cluster 4 and cluster 9 ranked by *P* value. (**I**) Cell cycle analysis on MPP2 in control (*Nup358^fl/fl^*) and Nup358 knockout (*Nup358^fl/fl^CreER^T2^*) by flow cytometry.

Consistent with phenotypic analyses of bone marrow populations showing a decrease in HSC^ST^ and neutrophils and an increase in MPP2 cells (Figs. 1G and 2, D to G), scRNA-seq revealed that Nup358^−/−^ LSKs showed reduced numbers of cells in all stem/unprimed and neutrophil-primed clusters and a large expansion of the MegE-primed progenitors, clusters 4 and 9 (Fig. 4, D and E, and fig. S4, C to E). 

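The share of each class was taken over the kept cells of a library. N-like clusters held 17.4% (95% interval 16.7 to 18.2) and 24.9% (23.9 to 26.0) of the cells in control replicates 1 and 2, and 11.5% (10.6 to 12.5) and 7.06% (6.31 to 7.88) in the Nup358 knockout replicates. Their mean was 21.2% ± 5.30 in control and 9.30% ± 3.16 in the knockout (SD, n = 2 libraries), a difference of −11.9 percentage points (exact permutation test, two-sided p = 0.333). L-like clusters held 0.848% and 2.30% of the control libraries and 5.52% and 10.8% of the knockout libraries. The difference between the means was 6.60 points (exact permutation test, p = 0.333), and it fell to 3.94 without knockout replicate 2. The L-like cluster with mature B-cell genes and no UMI of Kit held 4 of 78 and 0 of 156 L-like cells in control. In the knockout it held 83 of 262 and 152 of 458, so that a part of the difference comes from cells that may lie outside the LSK phenotype. ME-like clusters held 9.49% (8.90 to 10.1) and 25.4% (24.4 to 26.5) of the control libraries and 14.9% (13.9 to 16.0) and 8.20% (7.39 to 9.06) of the knockout libraries. The difference in the ME-like mean was −5.91 points (exact permutation test, p = 0.667) and lay within the spread of the control libraries, 17.5% ± 11.3 (SD, n = 2). Leaving out 1 library moved it between −13.9 points, without control replicate 1, and 2.06 points, without control replicate 2. It was 12.2 points with copied barcodes left out, an alternative chosen after seeing the data and the one that moved it most, with 12.9% in control and 25.1% in the knockout. Clusters with no lineage name held 72.2% and 47.3% of the control libraries and 68.0% and 73.9% of the knockout libraries. Their difference was 11.2 points (exact permutation test, p = 0.667), −1.26 points without control replicate 2, 23.6 points without control replicate 1 and −10.4 points with copied barcodes left out. The remaining 12 cells were mature erythroid. The clusters with no lineage name include all those matched to clusters 4 and 9 of the paper, which it counts as primed. Cells like clusters 4 and 9 of the paper made up 15.2% (14.5 to 16.0) and 10.1% (9.35 to 10.8) of the control libraries and 27.2% (25.9 to 28.5) and 60.5% (59.0 to 62.0) of the knockout libraries. Their mean was 12.6% ± 3.66 in control and 43.9% ± 23.6 in the knockout (SD, n = 2), a difference of 31.2 points (exact permutation test, p = 0.333). This difference was 14.6 points without knockout replicate 2 and 47.9 points without knockout replicate 1. In other clusterings matched to the paper's clusters in the same way, a step chosen after seeing the data, it was 6.52 points with Seurat reciprocal PCA, the setting that moved it most, and 23.1 points when thinned to 1000 UMIs before clustering, where control replicate 2 held 38.2% and knockout replicate 1 38.0%. Table S1 gives a low and a high median of genes per cell in each genotype. Within the pairs of like complexity, the knockout library held more of these cells, by 45.3 and 17.2 points. It held fewer N-like cells, with differences of −10.4 and −13.4 points. In the low pair, control replicate 2 and knockout replicate 1, most barcodes were copied, so that this pair is no clean test of complexity. Over all LSK cells, Elane fell by 3.94 on the log2 scale (standard error 0.44, adjusted p = 0.0140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gata1 changed by 0.18 (standard error 0.16, adjusted p = 0.539 from the same edgeR test with Benjamini-Hochberg adjustment), and by 0.03 without knockout replicate 2 or 0.32 without knockout replicate 1. The paper states that cells in the stem/unprimed and neutrophil-primed clusters were fewer and that clusters 4 and 9, its MegE-primed progenitors, expanded, and it sets this beside bone marrow counts in which short-term stem cells and neutrophils were fewer and MPP2 cells more frequent (Figs. 1G and 2).

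**Figure D2:**
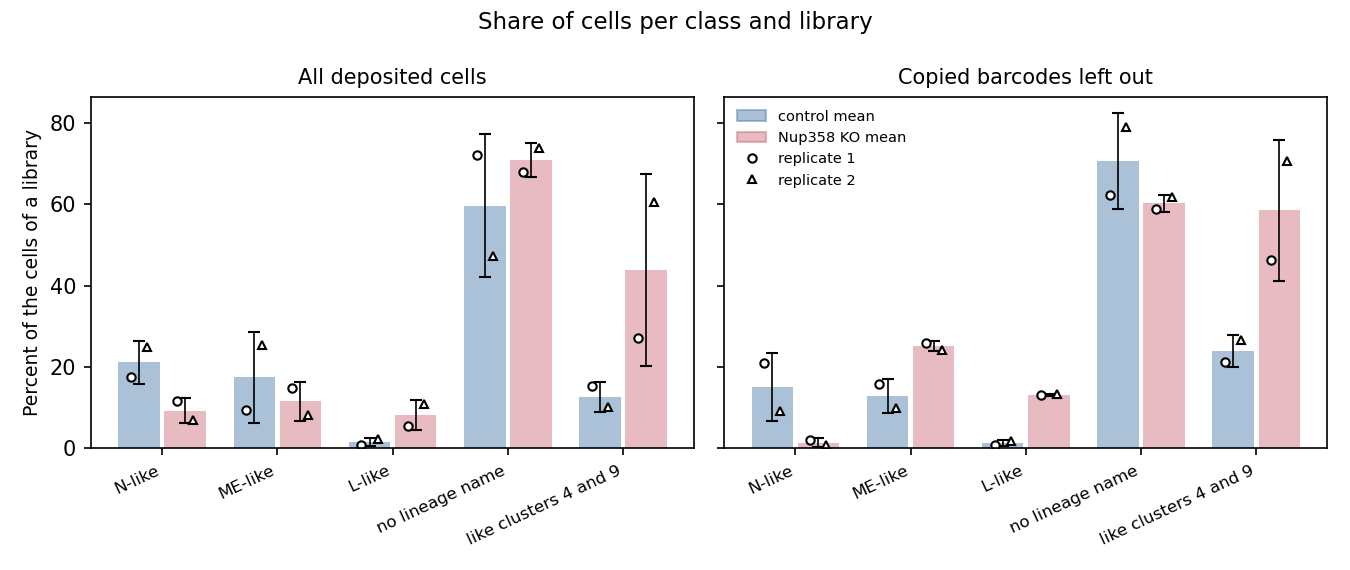
Percent of the cells of a library in each class, over all deposited cells and with copied barcodes left out. Bars show the mean of the 2 libraries of a genotype, error bars the SD (n = 2) and symbols the libraries. ME-like cells go from 17.5% in control to 11.6% in the knockout over all deposited cells and from 12.9% to 25.1% with copied barcodes left out.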

The expanded MegE-primed clusters showed expression of genes previously described as MPP2 markers (fig. S4D), suggesting that these clusters represent the phenotypically defined population MPP2. 

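Of the 17 MPP2 markers in the paper's Table S3, 16 had counts, and C9 had none. In cells like clusters 4 and 9, none of the 16 was higher than in the other cells of the same library in each of the 4 libraries, and 2 were lower in each. None of the 16 had the higher mean in cells like clusters 4 and 9. The counts were again 0 higher and 2 lower of 16 with copied barcodes left out, or with the cluster that carries neutrophil markers left out. The other cells include the ME-like cells, which carry these markers. Against all cells that are not ME-like, Gp5, Gata1, Slc14a1 and Epor had a slightly higher mean, within the SD between libraries. The rest had a lower one. Gata2 had 66.4 ± 21.1 CPM in cells like clusters 4 and 9 and 72.7 ± 13.0 CPM in the other cells (mean ± SD, n = 4 libraries). Slamf1, which encodes the CD150 of the MPP2 phenotype, had 6.35 ± 4.38 CPM and 8.82 ± 5.15 CPM. Pf4 had 29.1 ± 17.2 CPM and 59.3 ± 31.8 CPM. Between genotypes within cells like cluster 4, 15 of the 16 genes were higher in the Nup358 knockout, with a median log2 fold change of 0.64, which camera called at 0.05 and fry did not, and none passed an adjusted p of 0.05, over all genes tested or adjusted over the list alone. In ME-like cells, 14 of the 16 genes were higher than in the other cells in each of the 4 libraries, with 147.6 ± 33.0 CPM for Gata2, 23.7 ± 14.1 CPM for Slamf1 and 362 ± 332 CPM for Pf4.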

To investigate how Nup358 might regulate the early stages of myeloid differentiation, we characterized the transcriptional alterations of MPP2 clusters 4 and 9. A median of ~1700 genes per cell were detected in our single-cell sequencing studies. 

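Over all deposited barcodes the median was 1439.5 genes per cell. By library it was 2130 in control replicate 1 and 3445 in Nup358 knockout replicate 2, 656 in knockout replicate 1 and slightly lower than that in control replicate 2. Over the barcodes that were not copied, the median was 2942.5 genes, with 2387 and 3600.5 in the control libraries and 4254 and 3861 in the knockout libraries. Copied barcodes thus account for the low medians of control replicate 2 and knockout replicate 1. The paper's Table S1 shows the same order of the libraries, with a low median in these same 2.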

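For cells like cluster 4, UMIs were summed over 1210 and 661 cells of the control libraries and 976 and 2498 cells of the Nup358 knockout libraries, which held 9152089 and 5304290 UMIs and 23790083 and 45036101 UMIs. The test covered 12242 genes. At a fold change over 1.25 and an unadjusted p under 0.05, 1626 genes passed. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes passed, and 1649 had an unadjusted p under 0.05. DESeq2 in place of edgeR gave 139 genes at an adjusted p under 0.05, edgeR with the replicate number as a block gave 383 and edgeR without its filter on low counts gave 637. With the cluster that carries neutrophil markers left out, an alternative chosen after seeing the data, 90 genes passed. The neutrophil list had a median log2 fold change of −1.45 with 0 of 8 higher in cells like cluster 4, and −0.60 with 2 of 8 higher with that cluster left out.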

Cluster 4 showed 134 differentially expressed genes with control cells (Fold change >1.25; *P* < 0.05). 

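Of the genes past the same fold change and unadjusted p in cells like cluster 4, 677 were higher and 949 lower in the Nup358 knockout. With DESeq2 and an adjusted p under 0.05, 37 were higher and 102 lower. Of the paper's Table S4 genes for cluster 4, 131 were tested here and 128 (97.7%) changed in the direction of the table. The table was made from the same libraries, so this share is not independent evidence. Ccl3 (chromosome 11 of GRCm38, 83647844 to 83649355) fell by 3.23 on the log2 scale (standard error 0.24, adjusted p = 0.0514 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 121 and 87.4 CPM in the control libraries and 9.09 and 13.1 CPM in the knockout libraries. Wfdc17 fell by 2.74 (standard error 0.29) and Ifitm1 by 0.89 (standard error 0.16). Ube2c changed by 0.23 (standard error 0.34), a change smaller than its error, and by −0.02 with the cluster that carries neutrophil markers left out. The share in the table's direction was then 93.1%.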

Thirty-five genes were up-regulated, and 99 were down-regulated in Nup358^−/−^ (Fig. 4, F and G, and table S4). Cluster 9 had 253 differentially expressed genes, 57 up-regulated, and 196 down-regulated (Fig. 4, F and G, and table S4). 

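For cells like cluster 9, 191 and 22 cells of the control libraries and 316 and 64 cells of the Nup358 knockout libraries were summed. Control replicate 2 contributed 34968 UMIs, against 811835 for control replicate 1. Of 7351 genes tested, 57 were higher and 103 lower in the knockout at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At a fold change over 1.25 and an unadjusted p under 0.05, 494 genes were higher and 514 lower. The number of genes at an adjusted p under 0.05 depended on the setting, with 0 under DESeq2 and 1 with copied barcodes left out. Of the paper's Table S4 genes for cluster 9, 199 were tested and 180 (90.5%) changed in the direction of the table, and this share was 47.5% without control replicate 1, near what signs drawn at random give. Wfdc17 fell by 2.96 on the log2 scale (standard error 0.24, adjusted p = 5.9e-23 from the same edgeR test with Benjamini-Hochberg adjustment). It had 297 and 0 CPM in the control libraries and 30.1 and 46.8 CPM in the knockout libraries, so that control replicate 1 alone carries this fall. With control values this far apart, the small p is no measure of agreement between libraries. Jun fell by 0.54 (standard error 0.20), Fos by 0.58 (standard error 0.20) and Egr1 by 0.78 (standard error 0.27), with adjusted p between 0.0935 and 0.155 from the same edgeR test with Benjamini-Hochberg adjustment. Without control replicate 1, Jun was higher by 0.60 and Fos by 0.56. The largest rises among the genes at an adjusted p under 0.05 were in Ccnb2 with 2.59 and B930036N10Rik with 2.32. In the ME-like cells, 9084 genes were tested and 0 reached an adjusted p under 0.05, while 462 had an unadjusted p under 0.05. This count was 82 with copied barcodes left out, 85 with at least 500 genes per cell, 153 when thinned before clustering and 263 with Seurat reciprocal PCA. Of the 3656 ME-like cells, 3356 lay in a cluster with a median of 771 UMIs. The ME-like cells of control replicate 2 went from 1728 to 120 with copied barcodes left out. Over all LSK cells, 126 of 13844 genes were higher and 289 lower at an adjusted p under 0.05.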

Pathway analysis of deregulated genes showed alterations in cell cycle progression, DNA replication, and DNA damage response in both clusters (Fig. 4H). 

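Gene lists fixed before the data were examined were tested in the ME-like cells with camera at its preset correlation of 0.01 and with fry, and adjusted over the 4 lists. The 43 genes of the G1/S list had a median log2 fold change of −0.08, 16 of them higher in the Nup358 knockout (camera adjusted p = 0.0770, edgeR fit on 2 libraries per genotype). The 51 genes of the G2/M list had a median of −0.01, with 24 of them higher (camera adjusted p = 0.383). The 16 targets of p53 had a median of 0.21, with 10 higher (camera adjusted p = 0.0359). The 19 immediate early genes had a median of −0.78, and none was higher (camera adjusted p = 2.6e-16). Under fry no list kept an adjusted p under 0.05 in the ME-like cells, where the smallest was 0.0519 for the p53 targets and that of the immediate early genes was 0.320. In the ME-like cells no gene of the G1/S, G2/M or p53 list passed an adjusted p of 0.05 from the edgeR test with Benjamini-Hochberg adjustment, over all genes tested or adjusted over the list alone. Of the immediate early genes, 0 passed over all genes and 10 adjusted over the list alone. In cells like cluster 4, the G1/S median was −0.13 with 8 of 43 genes higher, and the G2/M median was −0.08 with 15 of 52 higher. These medians in cells like cluster 9 were −0.07 with 20 of 43 higher and 0.35 with 27 of 36 higher, and 1 gene of the G1/S list, 4 of the G2/M list and 1 of the p53 list passed an adjusted p of 0.05 over all genes tested. Camera gave an adjusted p of 0.0189 for the G1/S list in cells like cluster 4 and 0.0206 for the G2/M list in cells like cluster 9, and neither held under fry, with an adjusted p of 0.429 and 0.739. The p53 targets had a median of 0.24 in cells like cluster 4 with 14 of 20 higher (camera adjusted p = 0.00727, fry adjusted p = 0.429) and of 0.29 in cells like cluster 9 with 8 of 10 higher (camera adjusted p = 0.0653, fry adjusted p = 0.634). Leaving out 1 library moved the ME-like medians. Without control replicate 1 the G1/S median was −0.02, the G2/M median −0.11 and that of the immediate early genes −0.31, and without control replicate 2 they were −0.11, 0.16 and −1.18. The p53 median rose to 0.33 without knockout replicate 1. In cells like cluster 4, the G2/M median was 0.22 without control replicate 2, and in cells like cluster 9 it was −0.47 without control replicate 1. With copied barcodes left out, the G1/S median was 0.15 in the ME-like cells with 30 of 43 higher (camera adjusted p = 0.0291, fry adjusted p = 0.587) and 0.46 in cells like cluster 9 with 34 of 43 higher (fry adjusted p = 0.394). Jun and Fos in the ME-like cells fell by 1.08 and 0.72, with an adjusted p of 0.907 for both from the same edgeR test with Benjamini-Hochberg adjustment, and by 0.31 and 0.36 without control replicate 1.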

Differentially expressed genes within the cell cycle and DNA replication pathways are shown in fig. S4F. These findings suggest that Nup358 depletion might affect the ability of MPP2 cells to progress through the cell cycle. To investigate this, we analyzed the cell cycle distribution of the MPP2 population of control and Nup358^−/−^ mice by flow cytometry. 

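The phase of each cell was scored from the G1/S and G2/M lists after thinning to 1000 UMIs, so that depth was equal, and cells with fewer UMIs were left out. In S or G2/M were 71.0% of 410 and 90.4% of 670 ME-like cells in control replicates 1 and 2, and 82.8% of 151 and 89.1% of 119 in the Nup358 knockout replicates. The means were 80.7% ± 13.8 and 85.9% ± 4.45 (SD, n = 2 libraries; exact permutation test, p = 1.0). S phase held 31.6% ± 5.27 of the control cells and 24.9% ± 5.22 of the knockout cells (exact permutation test, p = 0.667). Of cells like cluster 4, 89.4% ± 5.55 were in S or G2/M in control and 91.5% ± 0.554 in the knockout. For cells like cluster 9, where control replicate 2 had 18 cells, these shares were 65.4% ± 25.4 and 64.1% ± 10.4. The S phase shares of the ME-like cells overlapped between genotypes, with 35.4% and 27.9% in the control libraries and 21.2% and 28.6% in the knockout libraries, and the other differences were smaller than the SD of the control libraries. The difference in ME-like cells in S or G2/M, 5.22 points, was −4.52 points without control replicate 1, 14.9 points without control replicate 2 and −3.11 points when marker and cell cycle genes were kept out of the clustering. With copied barcodes left out, S phase held 27.1% of the control and 27.8% of the knockout ME-like cells, and cells like cluster 9 in S or G2/M were 42.6% ± 2.81 in control and 64.5% ± 4.54 in the knockout (exact permutation test, p = 0.333).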

Consistent with cell cycle alterations, we found that Nup358^−/−^ MPP2 cells accumulate in G_1_ and S phases (Fig. 4I).

### Nup358 regulates the function and nuclear translocation of HDAC3

To investigate whether Nup358 might regulate MPP2 homeostasis by modulating the activity of specific transcriptional regulators, we analyzed the scRNA-seq data for altered upstream transcriptional regulators in Nup358 knockout MPP2 cells (clusters 4 and 9). This analysis revealed strong similarities between the two MPP2 clusters with an enrichment of cell cycle regulators including retinoblastoma (RB1), retinoblastoma-like protein 2 (RBL2), E2 factors (E2F1 and E2F4), tumor protein p53 (p53), and cyclin D–binding Myb-like transcription factor 1 (DMTF1) (Fig. 5A). 

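The transcripts of these regulators were measured in the same summed counts. In cells like cluster 4, Rb1, Rbl2, E2f1, E2f4, Trp53 and Dmtf1 had adjusted p of 0.688, 0.926, 0.465, 0.992, 0.954 and 0.992 in the order named, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Trp53 had 274 and 247 CPM in the control libraries and 264 and 266 CPM in the Nup358 knockout libraries, and E2f1 had 52.8 and 35.3 CPM and 32.9 and 35.8 CPM. Over the 9 regulators named in the paper, the median log2 fold change was −0.01 in the ME-like cells, where neither camera nor fry called the list at 0.05, and 0 of 9 passed an adjusted p of 0.05 over all genes tested or adjusted over the list alone. Rb1 had too few counts to be tested in cells like cluster 9, and 0 of the remaining 8 passed over all genes and 1 adjusted over the list alone. These counts measure the RNA of the regulators. They do not measure the activity of the proteins, which the paper inferred from the genes that changed.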

Known regulators of hematopoiesis, including Salmonella pathogenicity island 1 (SPI1/PU.1), a key player of myeloid and lymphoid development (*31*–*35*); general transcription factor IIi (GTF2I), recently identified to have a function in erythro/megakaryopoiesis (*36*); and the histone deacetylase 3 (HDAC3), which has been shown to regulate the activity of MPPs (*37*), were also altered in Nup358^−/−^ MPP2 clusters. 

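Hdac3 (chromosome 18 of GRCm38, 37935844 to 37955016) had 37.6 and 41.0 CPM in the cells like cluster 4 of the control libraries and 45.4 and 40.0 CPM in those of the Nup358 knockout libraries (adjusted p = 0.749 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the ME-like cells its log2 fold change was −0.01 (standard error 0.20), and leaving out 1 library moved it between −0.07, without knockout replicate 1, and 0.06, without control replicate 1, and it was 0.13 with copied barcodes left out. Spi1 (chromosome 2, 91082390 to 91115756) had 230 and 155 CPM in the control libraries and 136 and 136 CPM in the knockout libraries in cells like cluster 4 (adjusted p = 0.332 from the same edgeR test with Benjamini-Hochberg adjustment). Over all LSK cells, Spi1 fell by 0.70 (standard error 0.13, adjusted p = 0.0463 from that edgeR test with Benjamini-Hochberg adjustment). Gtf2i had 134 and 87.2 CPM in the control libraries and 107 and 122 CPM in the knockout libraries, so that the spread within control exceeded the difference between genotypes. The other class I HDAC genes, Hdac1, Hdac2 and Hdac8, had adjusted p of 0.755, 0.514 and 0.656 in cells like cluster 4 from the same edgeR test.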

Considering that these factors shuttle between the nucleus and the cytoplasm and Nup358 main function in regulating the nuclear import of specific proteins (*38*), we investigated whether Nup358 ablation affected their nuclear translocation. For this, Nup358 was down-regulated in 293T cells using specific small interfering RNAs (siRNAs) and the subcellular localization of the most affected factors (RB1, RBL2, E2F1, DMTF1, p53, GTF2I, and HDAC3) was analyzed. Because SPI1/PU.1 is not expressed in 293T cells, its localization was analyzed in control and Nup358^−/−^ bone marrow–derived macrophages. We found that depletion of Nup358 strongly blocked the nuclear accumulation of HDAC3 (Fig. 5, B to E, and fig. S5, A to G). This was also observed in Nup358-depleted MOLM13 human acute myeloid leukemia cells (fig. S6A), confirming the requirement of this nucleoporin for the nuclear translocation of HDAC3 in hematopoietic cells. The nuclear accumulation of E2F1 was also affected by Nup358 depletion but to lesser extent than HDAC3 (Fig. 5B and fig. S5A). Total E2F1 protein levels were also decreased in Nup358-depleted cells (fig. S6B). Notably, a previous study identified that inhibition of HDAC3 activity reduces both E2F1 nuclear accumulation and total protein levels (*39*), suggesting that the alterations of E2F1 observed upon Nup358 loss could be a consequence of HDAC3 abnormalities. Consistent with this idea and phenocopying Nup358 down-regulation, we determined that selective inhibition of HDAC3 with RGFP966 (*40*) in these cells also reduced total E2F1 protein levels and E2F1 nuclear localization (fig. S6, B to D) but had no effect on RB1 localization, (fig. S6, E and F). In contrast to HDAC3, the localization of two other members of the class I HDAC family, HDAC1 and HDAC2, was not affected by Nup358 down-regulation (fig. S6, G and H). Together, these findings indicate that Nup358 selectively regulates HDAC3 nuclear import and support the idea that the E2F1 alterations observed in Nup358-depleted cells are likely a consequence of altered HDAC3 activity.

**Fig. 5.**
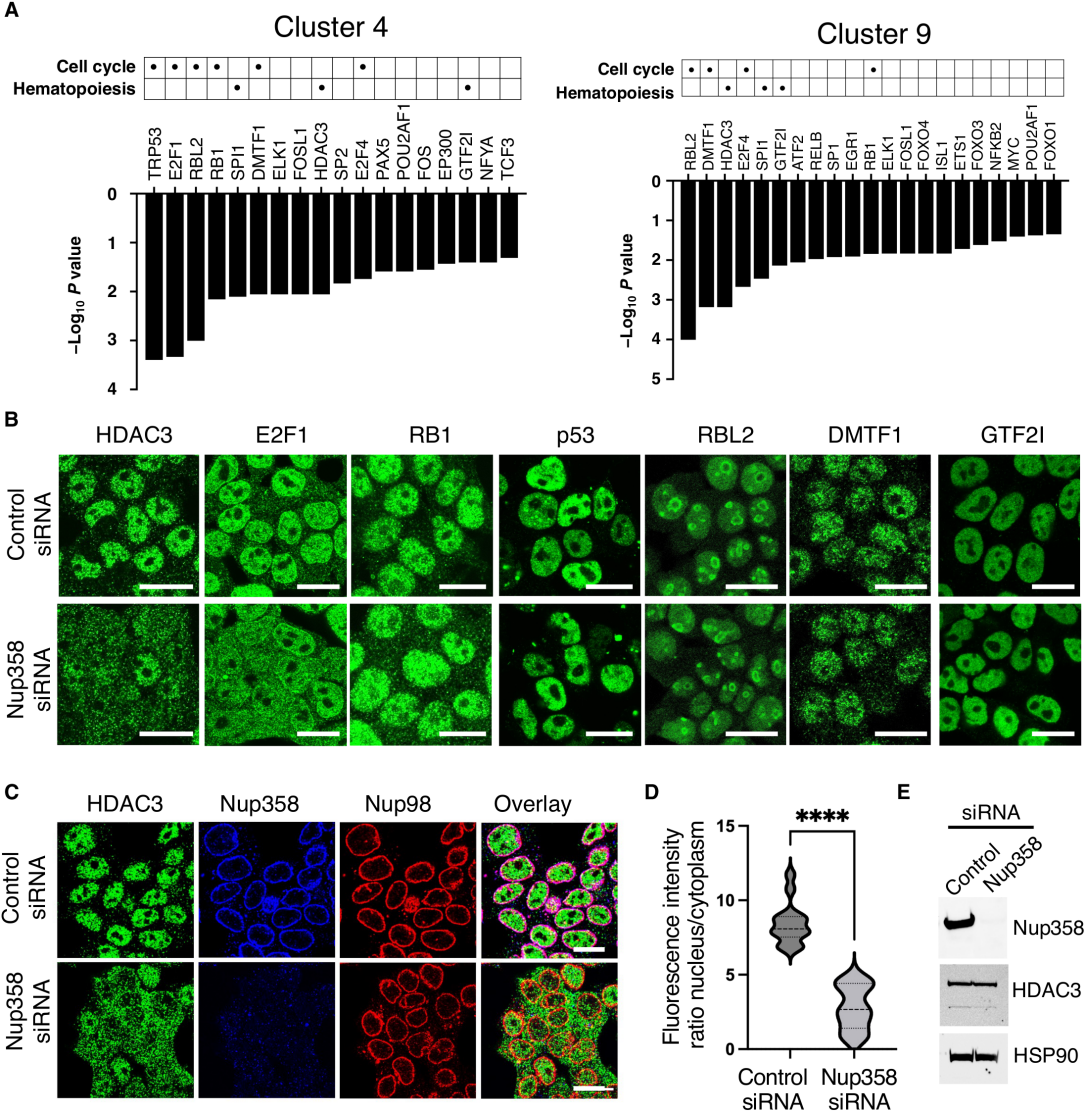
Nup358 is required for HDAC3 function and nuclear translocation. (**A**) Upstream transcriptional regulators (*P* < 0.05) predicted to be altered in Nup358 knockout LSK cells belonging to cluster 4 and cluster 9 ranked by *P* value. (**B**) The intracellular localization of HDAC3, E2F1, RB1, p53, RBL2, DMTF1, and GTF2I was analyzed by immunofluorescence in 293T cells transfected with control or Nup358-specific siRNAs. Scale bars, 25 μm. (**C**) HDAC3 intracellular localization was analyzed by immunofluorescence in 293T cells transfected with control or Nup358-specific siRNAs. Cells were costained with antibodies against nucleoporins Nup358 and Nup98. Scale bars, 25 μm. (**D**) Quantification of HDAC3 nuclear/cytoplasmic signal ratio in control or Nup358 knockdown cells. Data are expressed as mean ± SD. ****P ≤ 0.0001. (**E**) Protein levels of HDAC3 and Nup358 in cells transfected with scramble control or Nup358-specific siRNAs were analyzed by Western blot. HSP90 was used as loading control.

### Nup358 modulation of HDAC3 nuclear import is SUMOylation independent

Nup358 has SUMO E3 ligase activity and works together with Ubc9 and RanGAP1-SUMO1 to SUMOylate many cellular targets (*41*, *42*). A previous study identified that the interaction between HDAC4 and Nup358 is required for HDAC4 SUMOylation and recruitment to target genes (*43*). Coimmunoprecipitation assays in protein extracts from control or Nup358-depleted cells confirmed that Nup358 also interacts with HDAC3 (Fig. 6A). Notably, HDAC3 also immunoprecipitated Nup210 but not Nup96. However, we found that depletion of Nup210 had no effect on HDAC3 nuclear localization (fig. S7A). This indicates that HDAC3 can associate with specific NPC components and confirms a selective role for Nup358 in regulating its nuclear accumulation. To investigate whether HDAC3 nuclear translocation is regulated by Nup358-mediated SUMOylation, we immunoprecipitated HDAC3 from control and Nup358-depleted cells and analyzed the presence of SUMO modifications by Western blot or mass spectrometry. Although the proteomic analyses confirmed the interaction between Nup358 and HDAC3 (table S5), both of these approaches failed to detect SUMO peptides on HDAC3. This is consistent with previous findings where the Ubc9/Nup358 complex was found to modify several HDACs but not HDAC3 (*43*). Considering that SUMOylation can be difficult to detect, to further exclude its involvement in the nuclear translocation of HDAC3, we inhibited SUMOylation in 293T cells by either down-regulating Ubc9, the only cellular SUMO E2 ligase (*44*), or by pharmacologically inhibiting the transfer of the SUMO peptide to substrates with 2-D08 inhibitor (*45*), and analyzed HDAC3 localization by immunofluorescence. We found that despite both treatments being highly effective at reducing SUMOylation (fig. S7B), they did not affect HDAC3 nuclear accumulation (Fig. 6, B to D), confirming that HDAC3 nuclear localization does not require SUMOylation. Together, these data indicate that Nup358 regulates HDAC3 nuclear localization in a SUMOylation-independent way.

**Fig. 6.**
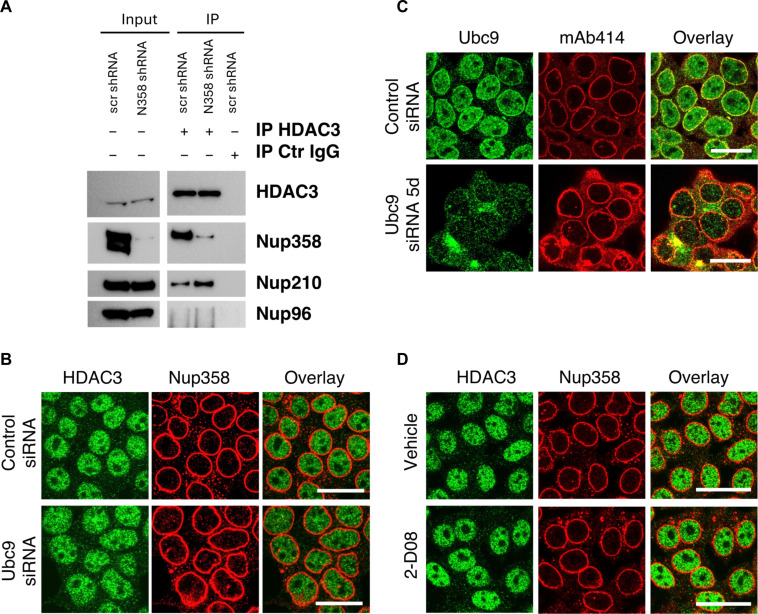
Nup358 regulates HDAC3 nuclear import in a SUMOylation-independent manner. (**A**) 293T cells were transduced with lentivirus carrying scramble control or Nup358-targeting shRNAs and treated with doxycycline to induce down-regulation of Nup358. HDAC3 was immunoprecipitated, and Nup358, Nup210, and Nup96 were analyzed by Western blot. (**B**) 293T cells were transfected with scramble control or Ubc9-specific siRNAs, and the localization of HDAC3 was analyzed after 120 hours by immunofluorescence. Cells were coimmunostained with an antibody against nucleoporin Nup358. Scale bars, 25 μm. (**C**) Ubc9 levels in 293T cells treated with control or Ubc9-specific siRNAs were analyzed by immunofluorescence 120 hours after transfection. Cells were coimmunostained with mAb414 antibody against NPCs. Scale bars, 25 μm. (**D**) 293T cells were treated for 72 hours with the selective SUMOylation inhibitor 2-D08 (25 μM), and the localization of HDAC3 was analyzed by immunofluorescence. Cells were costained with an antibody against nucleoporin Nup358. Scale bars, 25 μm.

### Nup358 controls MPP2 homeostasis by regulating HDAC3 function

Our findings indicate that Nup358 is required for the nuclear translocation of HDAC3. A previous study identified a critical function for HDAC3 in the regulation of MPP cells (*37*). Notably, deletion of HDAC3 in hematopoietic cells accurately phenocopies Nup358 knockout mice (*37*). HDAC3 knockout animals exhibit reduced bone marrow cellularity, lower numbers of Lin^+^ and Lin^−^ cells with increased the representation of the Lin^−^ progenitor/stem cell population, loss of MPP4 cells, and accumulation of myeloid-primed MPP, particularly the MegE-biased MPPs (or MPP2s) (*37*). In the same study, HDAC3 was found to be required for proper DNA replication and cell cycle progression in hematopoietic progenitor cells (*37*). These studies, together with our findings, suggest that Nup358 might regulate MPP2 homeostasis by modulating HDAC3 function. To investigate this hypothesis, we established an in vitro model system for myeloid differentiation (Fig. 7A). Lin^−^ progenitor cells were isolated from control (*Nup358^fl/fl^*) and *Nup358^fl/fl^CreER^T2^* mice and cultured in the presence of stem cell factor (SCF), interleukin-6 (IL-6), and IL-3 to promote their expansion and differentiation toward the myeloid lineage. Tamoxifen was added after 24 hours, and cultures were analyzed over time. Nup358 ablation was confirmed by polymerase chain reaction and immunofluorescence (fig. S8, A and B). Depletion of Nup358 in isolated progenitor cells significantly affected cell proliferation and culture expansion (Fig. 7B). Flow cytometry analyses 96 hours after tamoxifen treatment revealed a significant reduction in Lin^+^ and Lin^−^ cells and an increased number of LSK cells (Fig. 7, C and D, and fig. S8, C to F). The increase in LSK cells was primarily due to higher numbers of myeloid-primed MPP2 cells, although MPP3 cells were also increased in Nup358^−/−^ in vitro cultures (Fig. 7E and fig. S8E). These findings indicate that the in vitro differentiation model recapitulates our in vivo studies and further confirm that Nup358 plays an intrinsic role in the differentiation of hematopoietic progenitors.

**Fig. 7.**
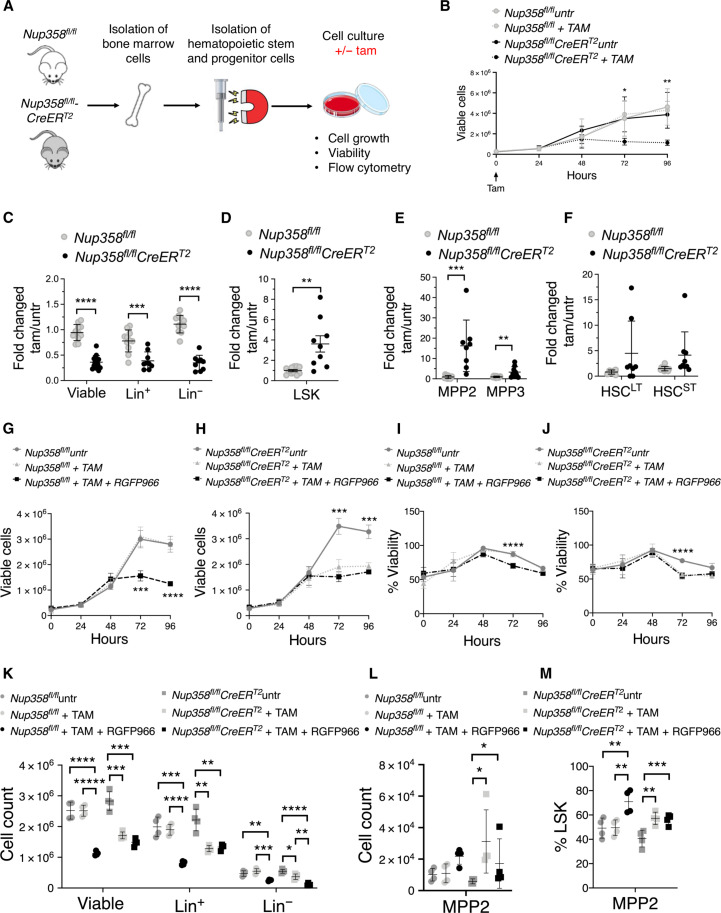
Nup358 and HDAC3 work together to regulate MPP2 homeostasis. (**A**) Schematic illustration of the in vitro myeloid differentiation of primary hematopoietic progenitors. (**B**) The total number of viable cells in cultures of *Nup358^fl/fl^* and *Nup358^fl/fl^CreER^T2^* hematopoietic progenitors treated with tamoxifen in vitro was measured over time. (**C** to **F**) Flow cytometry analysis of hematopoietic progenitor cultures 96 hours after treatment with tamoxifen. Fold change relative to vehicle-treated cells. (**G** to **J**) Cell growth and viability of *Nup358^fl/fl^* and *Nup358^fl/fl^CreER^T2^* hematopoietic progenitor cultures treated with either tamoxifen or vehicle for 96 hours and HDAC3 inhibitor RGFP966 or vehicle for 48 hours. (**K** to **M**) Flow cytometry analysis of hematopoietic progenitor cultures treated with either tamoxifen or vehicle for 96 hours and HDAC3 inhibitor RGFP966 or vehicle for 48 hours. Data are means ± SD *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001, *****P ≤ 0.00001 by unpaired Student’s *t* test (D) or multiple unpaired Student’s *t* test with Holm-Sidak method to correct for multiple comparisons [(C), (E), and (F)] or analysis of variance (ANOVA) with Turkey correction for multiple comparison [(K) to (M)]. Data in (B) to (F) are representative of two independent experiments with at least *n* = 3 biological samples of each genotype.

To investigate the role of HDAC3 in Nup358 function using this model system, hematopoietic progenitors from control and *Nup358^fl/fl^CreER^T2^* mice were isolated and cultured in vitro in the presence of tamoxifen alone or in combination with the selective HDAC3 inhibitor RGFP966 (fig. S8G). Inhibiting HDAC3 in control cells reduced the number of proliferating cells in a similar way to Nup358 ablation (Fig. 7G). On the other hand, HDAC3 inhibition in Nup358-depleted cells did not further affect cell growth (Fig. 7H). The same was observed with cell viability (Fig. 7, I and J). The lack of synergism with the RGFP966 inhibitor indicates that Nup358 and HDAC3 work in the same genetic pathway. To determine whether HDAC3 inhibition also results in accumulation of MPP2, cell cultures were analyzed 48 hours after inhibition for Lin^+^, Lin^−^, LSK, and MPP cells. Consistent with the phenotype induced by HDAC3 deletion in mice (*37*), blocking HDAC3 activity in control cells decreased the numbers of viable, Lin^+^, and Lin^−^ cells but did not affect LSK cells (Fig. 7K and fig. S8H). Notably, HDAC3 inhibition in these cells also resulted in accumulation of the MPP2 (Fig. 7, L and M), mimicking the phenotypes of Nup358-depleted hematopoietic progenitor cultures and Nup358^−/−^ mice. Again, inhibiting HDAC3 activity in Nup358^−/−^ hematopoietic progenitors did not further enhance the increase of MPP2 cells observed with Nup358 ablation (Fig. 7, L and M). Currently, there are no specific inhibitors for other class I HDAC family members that allow us to study the effect of inhibiting each HDAC individually in our in vitro differentiation system. Nevertheless, we found that, differently from HDAC3 inhibition, treatment with the dual HDAC1/HDAC2 inhibitor Romidepsin results in the complete loss of LSK cells in both control and Nup358 knockout hematopoietic progenitors (fig. S9, A and B). These results further support the specificity of HDAC3 function in MPP differentiation and are consistent with previous genetic studies showing that single deletion of HDAC1 or HDAC2 does not affect hematopoietic progenitors, while the double knockout results in complete loss of LSK and progenitor cells. (*46*). Together, our findings indicate that Nup358 and HDAC3 work together to regulate the developmental progression of MPP2 progenitors.

## DISCUSSION

Evidence accumulated in recent years shows that the expression of nucleoporins can vary among cells and tissues and that these proteins can play cell type– and tissue-specific functions (*2*, *3*). However, the physiological functions and molecular mechanisms of action of most individual nucleoporins still remain unknown. In this work, we provide evidence that Nup358, a nucleoporin highly expressed in bone marrow and associated with myeloid disorders, regulates the early stages of myeloid development. We found that inactivation of Nup358 in mice leads to alterations within the population of early hematopoietic progenitors, reducing the number of HSCs and lymphoid-primed MPP4 cells and increasing the number of megakaryocyte/erythrocyte-primed MPP2 cells. As expected, the reduced number of MPP4 cells results in the loss of lymphoid-committed progenitors and mature lymphocytes. On the other hand, although the number of MPP2 cells is increased in Nup358 knockout mice, these cells fail to produce myeloid-committed progenitors and these animals show a notable reduction in mature myeloid cells. Our work uncovered a role for Nup358 in regulating the developmental progression of MPP2, revealing a previously unknown role for NPCs in myelopoiesis.

Mechanistically, we determined that Nup358 regulates MPP2 homeostasis by modulating HDAC3 function. Notably, a previous study identified HDAC3 as an important regulator of hematopoietic progenitor homeostasis (*37*), although the factors and mechanisms that regulate its functions remained unknown. Deletion of HDAC3 in the hematopoietic compartment were shown to lower the number of lymphoid-primed MPPs and peripheral lymphocytes and increased myeloid-primed MPPs with loss of bone marrow myeloid cells, which accurately phenocopies Nup358 knockout mice (*37*). In progenitor cells, HDAC3 was found to be required for DNA replication and cell cycle progression (*37*), providing an explanation for the alterations in DNA replication and cell cycle processes in Nup358 knockout MPP2 cells and for their accumulation in G_1_ and S phases. Our studies provide evidence that Nup358 interacts and selectively regulates the nuclear translocation of HDAC3. This supports a previous study showing that Nup358 is required for the nuclear translocation of specific cellular proteins (*38*) and provides additional confirmation that Nup358 is dispensable for general nuclear import (*47*–*49*). Nup358 has been found to regulate nuclear import through different mechanisms (*38*, *50*, *51*). It can act as a scaffold that helps to recruit import receptors to NPCs increasing the efficiency of nuclear translocation or facilitate import by directly interacting with selective cargos through different domains in a receptor-independent manner (*38*). Nup358 can also modulate nuclear import indirectly by SUMOylating target proteins (*43*). HDAC3 contains nuclear export and nuclear localization signals that mediate its active shuttling between the nucleus and the cytoplasm (*52*, *53*). The mechanism via which Nup358 controls HDAC3 nuclear import is currently unknown. However, considering that HDAC3 nuclear translocation does not require SUMOylation and that this protein interacts with Nup358, it is possible that this nucleoporin might directly enhance HDAC3 nuclear import or its association with import receptors. Future studies will be required to establish how Nup358 promotes HDAC3 translocation and to identify HDAC3 downstream targets in MPP2 cells.

It has been shown that during inflammation and blood loss, HSCs prioritize the generation of myeloid-biased MPPs to restore blood production, in a process referred to as emergency hematopoiesis (*20*, *54*). Besides increasing MPP2 numbers, Nup358 ablation also causes a decrease in HSC^ST^. This might represent a compensatory response aimed at restoring blood generation triggered by the loss of MyPs and mature myeloid cells. However, the MPP2 cells produced in these animals are unable to proceed through the myeloid differentiation program leading to compromised myelopoiesis. Consistent with the Nup358/HDAC3 axis regulating the developmental progression of megakaryocyte/erythrocyte-biased MPP2 and myelopoiesis, broad-spectrum HDAC inhibitors have been shown to affect the activity of HSCs and committed progenitors, particularly affecting the erythroid lineage. A study using a cell line–based differentiation model and transplanted fetal liver progenitor cells identified a role for HDAC1 and HDAC2 in erythrocyte differentiation (*55*, *56*). These enzymes were also found to reduce the number of mature erythrocytes when codepleted in vivo (*56*, *57*). Nevertheless, the stage of the megakaryocyte-erythrocyte developmental process at which HDAC1 and HDAC2 work and if their depletion affects the distribution or function of MPP populations has not been established. We found that knockout of Nup358 specifically impairs the nuclear import of HDAC3 but does not affect the localization of HDAC1 and HDAC2. While our results cannot discard a role for Nup358 in regulating the activity rather than the localization of other HDAC members, our findings showing that HDAC3 inhibition is sufficient to recapitulate the phenotypes of Nup358 knockouts, together with our scRNA-seq analyses demonstrating the selective alteration of HDAC3 transcriptional network in Nup358 knockout MPP2, support a critical role for the Nup358/HDAC3 in the early stages of myeloid development.

Nucleoporins have long been associated with blood disorders. The first connection between a nucleoporin and a blood cancer, Nup214 in leukemia, was described almost 30 years ago (*58*). After that, several other nucleoporins, including Nup358, have been linked to hematological malignancies (*4*, *9*–*11*, *59*, *60*). Yet, a role for nucleoporins in physiological hematopoiesis had not been described so far. Our discovery that Nup358 is required for the differentiation of myeloid-biased MPPs not only provides the first insights into how nucleoporins contribute to the regulation of blood development but could help to establish how alterations in Nup358 function contribute to myeloid malignancies. Chromosomal translocations involving the *NUP358* gene generate oncogenic fusion proteins responsible for different myeloid diseases, including MDS/MPN and myeloid leukemias (*9*, *10*, *61*). Notably, because of the location of the HDAC3 gene in a genomic region frequently deleted in MDS/MPN, loss of function of this histone deacetylase was previously suggested as a potential contributor to this disease (*37*). Our identification that Nup358 regulates HDAC3 and that this nucleoporin is an important player in hematopoietic progenitor homeostasis and differentiation suggests that alterations in Nup358 function might contribute to the pathogenesis of hematological cancers by impairing the differentiation of early MyPs.

## MATERIALS AND METHODS

### Mice

*Nup358^fl/fl^* mice were obtained from J. Van Deursen. Animals were bred in a specific pathogen–free facility. All experiments were approved by the Institutional Animal Care and Use Committee of Sanford Burnham Prebys Medical Discovery Institute. All mice were 9 to 12 weeks old. To generate *Nup358^fl/fl^-CreER^T2^* mice, Nup358^fl/fl^ mice were crossed with *R26-CreER^T2^* mice (The Jackson Laboratory). All mice were used at 9 to 12 weeks of age.

### Murine cell collection

Mice were euthanized by cervical dislocation after isoflurane anesthesia. Tibia and femur bones of hindlimbs were collected, and bone marrow cells were isolated by flushing the bones with 1.2% fetal bovine serum (FBS) in phosphate-buffered saline (PBS) using a 27G needle and then passed through a 40-μm nylon mesh. Red blood cells were lysed as described, and viable cells were counted. Spleen and thymus were mechanically disaggregated and filtered through a 70-μm cell strainer, and red blood cells were removed. Blood was collected by retro-orbital bleeding or intracardiac puncture.

### Hematopoietic progenitor isolation and culture

Lin^−^ progenitors were isolated from bone marrow by negative selection using the EasySepTM Mouse Hematopoietic Progenitor Cell Isolation Kit (STEMCELL Technologies). Briefly, bone marrow cells were incubated first with rat serum and with biotinylated antibodies directed against non-HSCs and nonprogenitor cells [CD5, CD11b, CD19, CD45R/B220, Ly6G/C(Gr-1), and TER119] and then with streptavidin-coated magnetic particles. Labeled cells are captured using a magnet, and the Lin-negative cells were collected in the flow through. Purified cells were cultured at 0.2 × 10^6^ cells/ml in Dulbecco’s modified Eagle’s medium (DMEM), 15% heat inactivated FBS, SCF (20 ng/ml), IL-6 (10 ng/ml), and IL-3 (6 ng/ml) (Peprotech) for 24 hours and then treated with vehicle or 4-hydroxytamoxifen for 72 hours. For HDAC3 inhibition, RGFP966 (Selleckchem, S7229) was added to the cultures 48 hours after tamoxifen treatment at 10 μM concentration. Cells were counted daily and harvested after 48 hours of treatment with HDAC3 inhibitor for flow cytometry studies.

### Flow cytometry

Cells (2 × 10^6^) were stained with the Zombie NIR Fixable Viability Kit and incubated at 4°C for 30 min with fluorochrome-conjugated primary antibodies (1:200) in staining buffer [Hanks’ balanced salt solution (HBSS) and 1.2% FBS]. The cells were analyzed immediately by flow cytometry or fixed in 4% paraformaldehyde for later analysis. For MPP2 cell cycle analysis, surface marker–stained cells were fixed and permeabilized using Cytofix/Cytoperm buffer, washed with Perm/Wash buffer, and labeled with Hoechst 33342. Flow cytometry was performed with an LSRFortessa X-20 instrument with FACSDIVA software (BD Biosciences). Data were analyzed in FlowJo software v10.0.8r1.

### Colony forming assay

Freshly isolated bone marrow cells (1.8 × 10^5^) were seeded in 35-mm dishes using MethoCult 3234 (STEMCELL Technologies) supplemented with SCF (20 ng/ml), IL-6 (10 ng/ml), and IL-3 (5 ng/ml) (Peprotech). Dishes were incubated in 37°C in a humidified atmosphere for 7 days. For imaging, plates were fixed with 10% paraformaldehyde for 15 min at 4°C, stained with 0.25% Crystal Violet (Electron Microscopy Sciences), and washed with PBS.

### Bone marrow–derived macrophages

Bone marrow cells were plated in nontreated cell culture dishes in DMEM/F12 (Corning), 10% FBS, and 15% of L929-conditioned medium and grown in a humidified incubator at 5% CO_2_ and 37°C.After 3 days, fresh medium was added to the culture. After 7 days, macrophages were seeded in 96-well plates and treated with 4-hydroxytamoxifen (0.5 μM, Sigma-Aldrich) for 10 days. Cells were then stained with Hoechst 33342 (8.3 ng/ml) and propidium iodide (1 ng/ml) and imaged with Celigo Imaging Cytometer (Nexcelom Bioscience).

### Hematopoietic progenitor cell isolation and culture

Lin-negative hematopoietic progenitors were isolated from total bone marrow cells suspension by negative selection using that EasySepTM Mouse Hematopoietic Progenitor Cell Isolation Kit (STEMCELL Technologies). Briefly, bone marrow cells were incubated first with rat serum and with biotinylated antibodies directed against non-HSCs and nonprogenitor cells [CD5, CD11b, CD19, CD45R/B220, Ly6G/C(Gr-1), and TER119] and then with streptavidin-coated magnetic particles. Labeled cells are captured using a magnet, and the Lin-negative cells were collected in the flow through. Purified Lin-negative cells were cultured in six-well plates at 0.2 × 10^6^ cells/ml in DMEM, 15% heat inactivated FBS, SCF (20 ng/ml), IL-6 (10 ng/ml), and IL-3 (6 ng/ml) (Peprotech) for 24 hours at 37°C and subsequently treated with vehicle or 4-hydroxytamoxifen for 72 hours. Cells were counted daily. For HDAC3 inhibition, Lineage-negative progenitors were isolated and cultured. After 48 hours of tamoxifen treatment, the selective HDAC3 inhibitor RGFP966 (Selleckchem, S7229) was added to the cultures at a 10 μM concentration. For HDAC1 and HDAC2 inhibition, Lineage-negative progenitors were isolated and cultured. After 48 hours of tamoxifen treatment, the selective HDAC1 and HDAC2 inhibitor Romidepsin (Selleckchem, S3020) was added to the cultures at a 10 nM concentration. Viable cells were counted daily and harvested after 48 hours of treatment with different HDAC inhibitors for flow cytometry studies.

### Bone marrow transplantation

For bone marrow transplantation experiments, 2.5 million bone marrow cells isolated from *Nup358^fl/fl^* (CD45.2) and *Nup358^fl/fl^CreER^T2^* (CD45.2) were injected in the tail vein of recipient mice (CD45.1) previously lethally irradiated. After 11 weeks, transplanted mice were administered daily with 2 mg of tamoxifen by intraperitoneal injection for three consecutive days. After 5 days from the first tamoxifen treatment, hematological analysis was performed on peripheral blood collected by retro-orbital bleeding. Transplanted mice were euthanized after 12 days from the first tamoxifen injection for ethical reasons.

### siRNA transfection

293T cells were obtained from American Type Culture Collection (CRL-321) and cultured in humidified conditions at 37°C with 5% CO_2_ in DMEM with 10% heat-inactivated FBS (Sigma-Aldrich). Cells were transfected with scramble or Nup358-specific siRNAs (Horizon Discovery, D-001810-02-05 and J-004746-10-0010) using Lipofectamine RNAiMax and analyzed at 72 hours.

### Viral transduction

Virus was prepared by the Sanford Burnham Prebys Viral Vectors Core. MOLM13 and 293T cells were transduced with pTRIPZ tetracycline-inducible short hairpin RNA (shRNA) lentiviruses (control RHS4743 or Nup358 targeting 200761584, 200765221, and 200766435 from Dharmacon), followed by 12 days selection with Puromycin (1.25 μg/ml; Gibco). Expression of shRNA was induced with doxycycline (200 ng/ml; Clontech).

### Nup210 gene targeting using CRISPR-Cas9

Nup210 single guide RNAs (sgRNAs, Synthego) were transfected together with SpCas9 2NLS (Synthego) into 293T cells using Neon Transfection System (Invitrogen) according to the manufacturer’s instructions. The Nup210-targeting sgRNA sequences were: sgNup210 #1 UGCUGCUCGUCCAGGCCCAG and sgNup210 #2 CGAAGAUGAUGCUGGUGAGG. Negative control sgRNA (mod) #1 (Synthego) was used as nontargeting sgRNA. Nup210 CRISPR knockout mixed population was used for subsequent analysis.

### Immunofluorescence

Cells were fixed in 4% paraformaldehyde for 5 min at room temperature (RT). For the detection of Ubc9 at the NPCs, cells were fixed with cold methanol for 5 min at −20°C. Blocking was performed in immunofluorescence (IF) buffer [PBS, 1% bovine serum albumin (BSA), 0.02% SDS, and 0.1% Triton X-100] for 30 min at RT. Primary antibodies were incubated overnight at 4°C. Cells were washed three times with IF buffer, incubated with secondary antibodies, labeled with Hoechst 33342, and washed with PBS. Antibodies are listed as Supplementary Materials. Images were taken with a DMi8 Leica SP8 confocal microscope and analyzed in Leica Application Suite X software v3.1.5.16308. Relative intensity of nuclear and cytoplasmic HDAC3 was calculated using ImageJ v2.0.0-rc-54/1.51 h (NIH) by measuring the mean intensity fluorescence of regions of interest of the same area in the nucleoplasm and cytoplasm.

### HDAC3 coimmunoprecipitation

293T cells were harvested and washed twice with PBS and homogenized in immunoprecipitation (IP) buffer [50 mM Tris (pH 7.4), 150 mM NaCl, 0.5% NP-40, 1 mM EDTA, 1 mM MgCl_2_, and 1 mM dithiothreitol] containing HALT Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific) and 20 mM *N*-Ethylmaleimide to inhibit deSUMOylation. DNA was sheared using a 29G syringe. Samples were centrifuged at 3000*g* at 4°C for 10 min to remove debris. Protein concentration was measured using the Pierce bicinchoninic acid (BCA) reagent. Eight milligrams of total proteins were diluted to the final concentration of 2 mg/ml in IP buffer containing protease and isopeptidase inhibitors and incubated with Protein A/G Magnetic Beads (Thermo Fisher Scientific) for 2 hours to remove nonspecific binding. Precleared protein solution was incubated overnight at 4°C on a rotator with either a specific anti-HDAC3 antibody (Cell Signaling Technology, 85057) at the final dilution of 1:400 or with the same amount of control rabbit IgG. The next morning, 80 μl of Protein A/G Magnetic Beads were added, and samples were incubated on a rotator for 4 hours at 4°C. After collection of the flow through, immunocomplexes were washed three times with IP buffer and eluted from the magnetic beads by incubation with NuPAGE LDS sample buffer (Thermo Fisher Scientific) with reducing agent for 15 min at 70°C and analyzed by immunoblot. For mass spectrometry analysis, beads containing affinity-purified proteins were resuspended with 8 M urea and 50 mM ammonium bicarbonate. Protein disulfide bonds were reduced with 5 mM tris(2-carboxyethyl) phosphine at 30°C for 60 min, and cysteines were subsequently alkylated with 15 mM iodoacetamide in the dark at RT for 30 min. Urea was then diluted to 1 M urea using 50 mM ABC, and proteins were subjected to overnight digestion with mass spec grade Trypsin/Lys-C mix (Promega). Following overnight digestion, beads were pulled down and the solution with peptides transferred to a new tube. Last, samples were acidified with formic acid (FA) and subsequently desalted using AssayMap C18 cartridges mounted on an Agilent AssayMap BRAVO liquid handling system. Cartridges were first conditioned with 100% acetonitrile (ACN) followed by 0.1% FA; samples were then loaded, washed with 0.1% FA, and peptides eluted with 60% ACN and 0.1% FA. The samples were dried down and resuspended in 2% ACN + 0.1 FA.

### LC-MS/MS analysis

Before liquid chromatography tandem mass spectrometry (LC-MS/MS) analysis, dried enriched peptides were reconstituted with 2% ACN and 0.1% FA, and concentration was determined using a NanoDrop spectrophometer (Thermo Fisher Scientific). Samples were then analyzed by LC-MS/MS using a Proxeon EASY-nanoLC system (Thermo Fisher Scientific) coupled to a Q-Exactive Plus mass spectrometer (Thermo Fisher Scientific). Peptides were separated using an analytical C18 Aurora column (75 μm by 250 mm, 1.6-μm particles; IonOpticks) at a flow rate of 200 nl/min using a 120-min gradient: 1 to 5% B in 1 min, 6 to 23% B in 72 min, 23 to 34% B in 45 min, and 34 to 48% B in 2 min (A = FA 0.1%; B = 80% ACN and 0.1% FA). The mass spectrometer was operated in positive data–dependent acquisition mode. MS1 spectra were measured in the Orbitrap in a mass-to-charge ratio (*m*/*z*) of 350 to 1700 with a resolution of 70,000 at *m*/*z* 400. Automatic gain control target was set to 1 × 10^6^ with a maximum injection time of 100 ms. Up to 12 MS2 spectra per duty cycle were triggered; fragmented by HCD; and acquired with a resolution of 17,500 and an AGC target of 5 × 10^4^, an isolation window of 1.6 *m*/*z*, and a normalized collision energy of 25. The dynamic exclusion was set to 20 s with a 10–part per million (ppm) mass tolerance around the precursor. All mass spectra were analyzed with MaxQuant software version 1.6.11.0. MS/MS spectra were searched against the *Homo sapiens* UniProt-reviewed protein sequence database (downloaded in January 2020) and GPM cRAP sequences (commonly known protein contaminants). Precursor mass tolerance was set to 20 and 4.5 ppm for the first search where initial mass recalibration was completed and for the main search, respectively. Product ions were searched with a mass tolerance 0.5 Da. The maximum precursor ion charge state used for searching was 7. Carbamidomethylation of cysteine was searched as a fixed modification, while oxidation of methionine and acetylation of protein N-terminal were searched as variable modifications. Enzyme was set to trypsin in a specific mode, and a maximum of two missed cleavages was allowed for searching. The target-decoy–based false discovery rate filter for spectrum and protein identification was set to 1%.

### Immunoblotting

Cells were homogenized with radioimmunoprecipitation assay (RIPA) buffer containing HALT Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific). DNA was sheared using a 29G syringe. Samples were centrifuged at 3000*g* at 4°C for 10 min to remove debris. Protein concentration was determined using the Pierce BCA reagent. Thirty to eighty micrograms of protein were resolved by SDS–polyacrylamide gel electrophoresis (PAGE) on NuPAGE 3 to 8% Tris-acetate gels or NuPAGE 4 to 12% Bis-Tris gels (Life Technologies) and blotted to nitrocellulose membranes. Membranes were blocked with tris-buffered saline with 0.1% Tween 20 (TBS-T) containing 5% nonfat milk and incubated with primary antibodies diluted in TBS-T overnight at 4°C. Membranes were developed using SuperSignal West Pico Plus Chemiluminescent Substrate (Thermo Fisher Scientific).

### HDAC3 and SUMOylation inhibition

293T cells were exposed to vehicle or HDAC3 inhibitor RGFP966 (Selleckchem, S7229) at a final concentration 20 μM for 24 hours. To inhibit protein SUMOylation, 25 μM 2-D08 (Selleckchem, S8696) was used for 3 days (*62*).

### Antibodies used for flow cytometry

Antibodies used for flow cytometry are as follows: B220/CD45R (BD Biosciences, 561880), CD115 (BD Biosciences, 743642), CD11b (BioLegend, 101228), CD16/32 Fc Block (BioLegend, 101302), CD11c (BioLegend, 117330), CD135 (BioLegend, 135306), CD150 (BioLegend, 115909 and 115914), CD19 (BioLegend, 115540), CD3ε (BioLegend, 100336), CD4 (BioLegend, 100406), CD45 (eBioscience, 56-0451-80), CD48 (BioLegend, 103422), CD49b (BioLegend, 108907), CD8a (BD Biosciences, 563786), cKit (BioLegend, 105806), F4/80 (BioLegend,123133), Lineage cocktail (BioLegend, 79724), Ly-6C (BD Biosciences, 553104), Ly-6G (BioLegend, 127618), Sca1 (BioLegend, 108134), and Siglec-F (BD Biosciences 552126). Different cell populations were identified as follows: CLP (Lin^−^CD127^+^Sca1^lo^c-Kit^lo^CD135^hi^), LMPP (Lin^−^CD127^−^Sca1^hi^c-Kit^hi^CD135^hi^), MyPs, (Lin^−^CD127^−^Sca1^−^cKit^+^), monocytes (CD45^+^CD11b^+^Ly6C^+^), neutrophils (CD45^+^CD11b^+^Ly6G^+^), macrophages (CD45^+^CD11b^+^F4/80^+^), CD4^+^T cells (CD45^+^CD3^+^CD4^+^CD8^−^), CD8^+^T cells (CD45^+^CD3^+^CD8^+^CD4^−^), B cells (CD45^+^B220^+^CD3^–^), natural killer cells (CD45^+^CD3^−^CD49b^+^), B cells (CD45 + B220+), LSK cells (Lin^−^Sca1^+^cKit^+^), MPP2 (Lin^−^Sca1^+^cKit^+^ CD135^−^CD48^+^CD150^+^), MPP3 (Lin^−^Sca1^+^cKit^+^CD135^−^CD48^+^CD150^−^), MPP4 (Lin^−^Sca1^+^cKit^+^CD135^+^), HSC^LT^ (Lin^−^Sca1^+^cKit^+^CD135^−^CD48^−^CD150^+^), and HSC^ST^ (Lin^−^Sca1^+^cKit^+^CD135^−^CD48^−^CD150^−^).

### Antibodies used for immunofluorescence and immunoblotting

Antibodies used for immunofluorescence and immunoblotting are as follows: mAb414 (Covance, MMS-120P or BioLegend, 902902), anti-Nup358/RanBP2 (Bethyl Laboratories, A301-796A), anti-Nup98 (Cell Signaling Technology, 2598P), anti-HDAC3 (Cell Signaling Technology, 3949), anti-HDAC1 (Cell Signaling Technology, 34589), anti-HDAC2 (Cell Signaling Technology, 5118), anti-RB1 (R&D, MAB6495), anti-p53 (Cell Signaling Technology, 2524), anti-RBL2 (Sigma-Aldrich, HPA019703), anti-DMTF1 (Novus Biologicals, NBP1-84073), anti-E2F1 (Santa Cruz Biotechnology, sc-193), anti-PU.1/Spi1 (Abcam, ab88082), anti-GTF2I (Invitrogen, PA5-17642), anti-Ubc9 (Abcam, ab33044), anti-Nup358 (Santa Cruz Biotechnology, sc74518), anti-HDAC3 (Cell Signaling Technology, 3949), anti-Hsp90 (R&D Systems MAB3286), anti-Nup210 (Bethyl, A301-795A), anti-Nup96 (Bethyl, A301-784A), and anti-SUMO2/3 (Cell Signaling Technology, 4971).

### scRNA-seq data analysis

Bone marrow cells were stained for flow cytometry with Lin antibody cocktail and with antibodies against Sca1 and cKit as indicated in the “Flow cytometry” section. Before sorting, cells were resuspended in HBSS, 1% BSA, 20 mM Hepes (pH 7.2). Live Lin^−^Sca1^+^cKit^+^ cells were sorted at 4°C on a BD FACSAria II Cell Sorter (BD Biosciences) with a 70-μm nozzle into DMEM without glucose, glutamine, sodium pyruvate, and phenol red and supplemented with 10% FBS. Purity was verified after each sort and was found to be > 99%. Sorted LSK cells were loaded into a Chromium Next GEM Chip and processed with the Chromium Controller (10x Genomics) according to the manufacturer’s instructions for single-cell barcoding. Libraries were prepared using Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (10x Genomics) and were sequenced to an average depth of about 50,000 reads per cell. Data were analyzed by ROSALIND (https://rosalind.bio/), with a HyperScale architecture developed by ROSALIND Inc. Quality scores were assessed using FastQC. Cell Ranger was used to align reads to the *Mus musculus* genome build GRCm38, count UMIs, call cell barcodes, and perform default clustering. Individual sample reads were normalized via Relative Log Expression using DESeq2 R library. Read distribution percentages, violin plots, identity heatmaps, and sample MDS plots were generated as part of the QC step using RSeQC. DEseq2 was also used to calculate fold changes and *P* values and perform optional covariate correction. Clustering of genes for the final heatmap of differential expression was done using the partitioning around medoids method using the fpc R library. Hypergeometric distribution was used to analyze the enrichment of pathways, gene ontology, domain structure, and other ontologies. The topGO R library^,^ was used to determine local similarities and dependencies between GO terms to perform Elim pruning correction. Several database sources were referenced for enrichment analysis, including Interpro, NCBI, MSigDB, REACTOME, and WikiPathways. Enrichment was calculated relative to a set of background genes relevant for the experiment.

# Supplementary material for: Nucleoporin Nup358 drives the differentiation of myeloid-biased multipotent progenitors by modulating HDAC3 nuclear translocation
**Source:** Sci Adv. 2024 Jun 5;10(23):eadn8963. doi: 10.1126/sciadv.adn8963
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Legends for tables S1 to S5

Supplementary Materials for  
**Nucleoporin Nup358 drives the differentiation of myeloid-biased multipotent progenitors by modulating HDAC3 nuclear translocation**

Valeria Guglielmi *et al.*

*Sci. Adv.* **10**, eadn8963 (2024)  
DOI: 10.1126/sciadv.adn8963

**The PDF file includes:**

Figs. S1 to S9  
Legends for tables S1 to S5

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S5

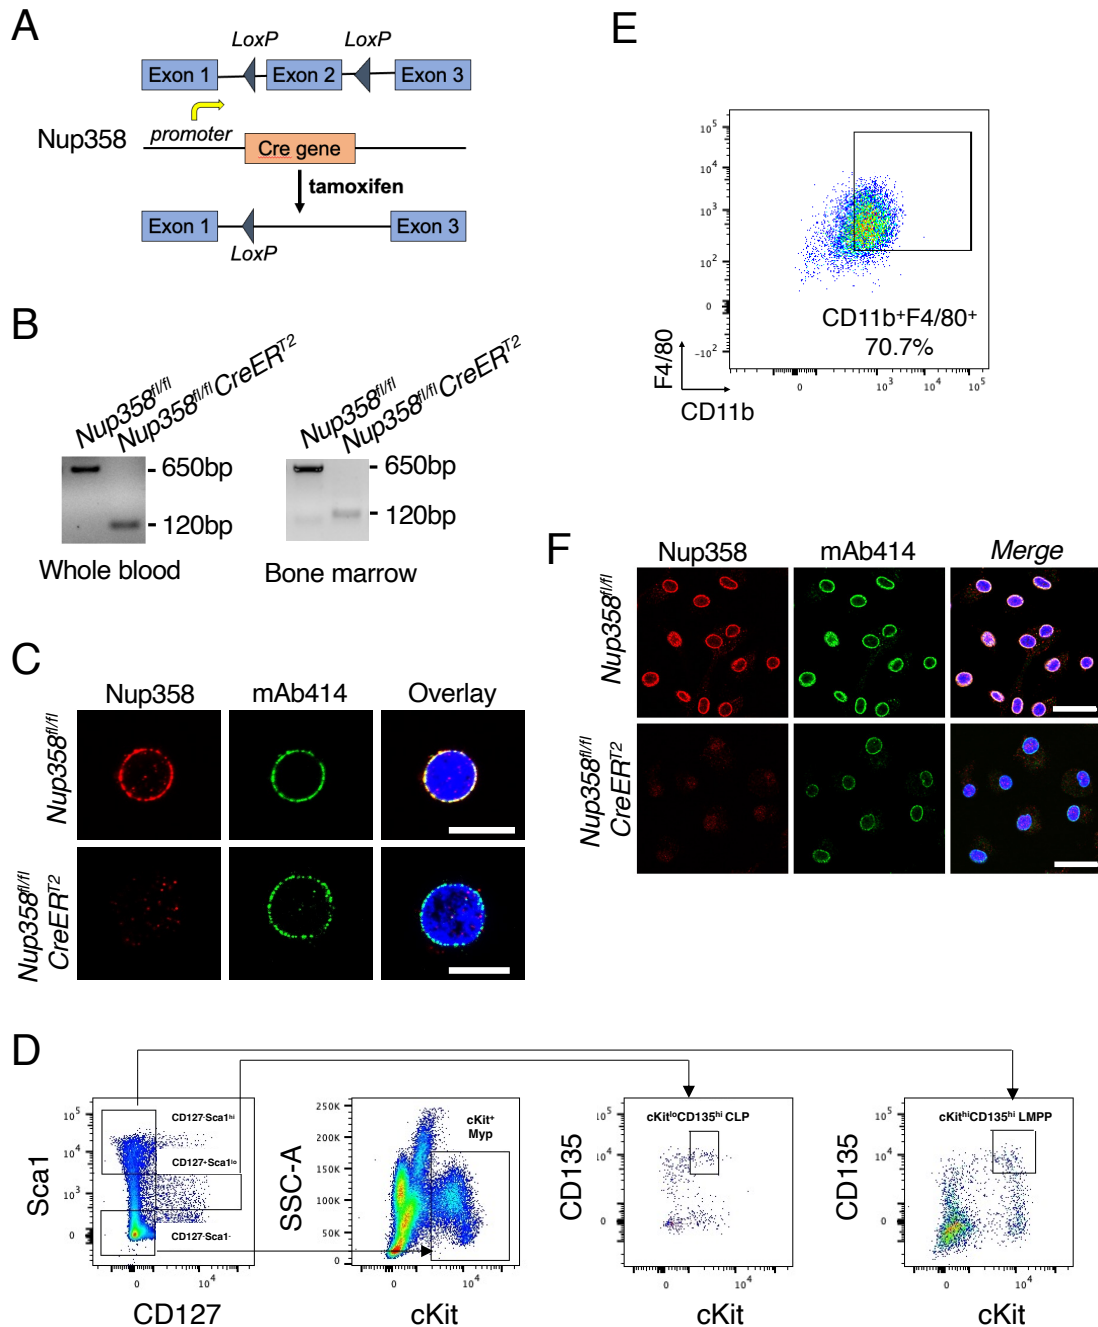

**Fig. S1. Nup358 knockout strategy.** (A) Schematic illustration of Nup358 knockout strategy. (B) PCR genotyping of whole blood and bone marrow cells after tamoxifen treatment showing the effective recombination of exon 2 in *Nup358<sup>fl/fl</sup>CreER<sup>T2</sup>* mice. (C) Immunofluorescence analysis of Nup358 and the NPC marker mAb414 that recognizes several nucleoporins on hematopoietic progenitors isolated from control and Nup358 knockout mice. Cells were co-stained with Hoechst. Scale bars, 10  $\mu$ m. (D) Gating strategy used to identify common myeloid progenitors (CMP), lymphoid-primed multipotent progenitors (LMPP), and common lymphoid progenitors (CLP). (E)

Flow cytometry analysis of *in vitro* differentiated macrophages. (F) Bone marrow cells were isolated from *Nup358<sup>fl/fl</sup>* and *Nup358<sup>fl/fl</sup>CreER<sup>T2</sup>* mice and differentiated into macrophages. Differentiated cells were treated with tamoxifen and stained with an antibody against Nup358 and the mAb414 NPC marker. Scale bars, 25  $\mu$ m.

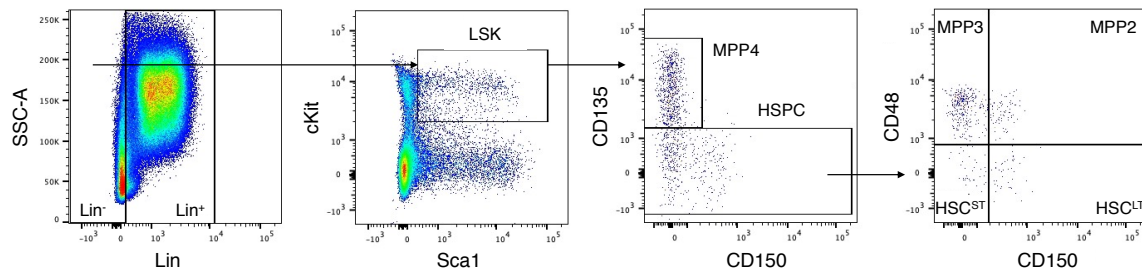

**Fig. S2. Gating strategy used to identify multipotent progenitors LSK,  $HSC^{LT}$ ,  $HSC^{ST}$ , MPP2, MPP3, and MPP4 cells.**

**A**

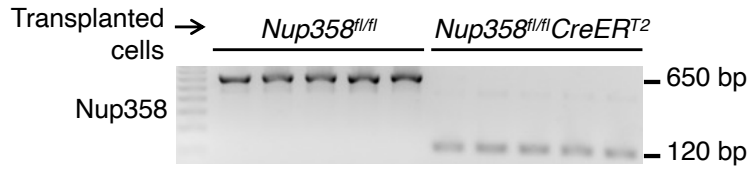

**B**

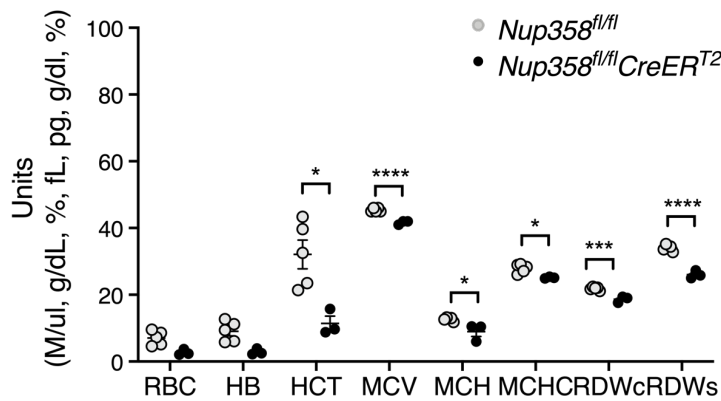

**C**

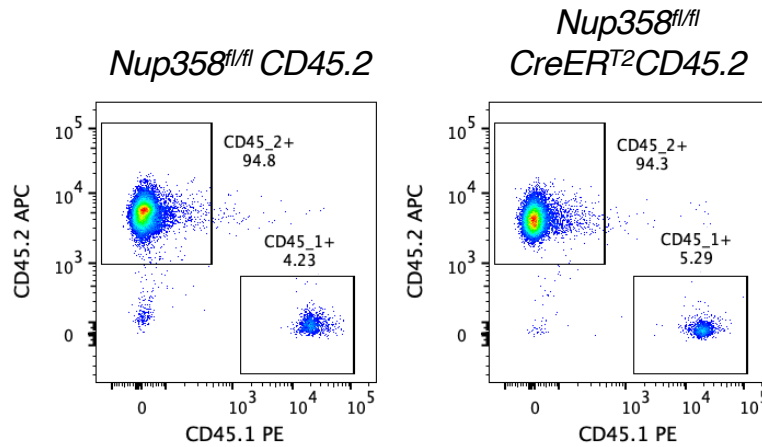

**Fig. S3. Transplantation assays.** (A) PCR genotyping showing recombination of *Nup358* exon 2 in peripheral blood of CD45.1 wild type mice transplanted with *Nup358<sup>fl/fl</sup>CreERT<sup>2</sup>* cells after 12 weeks of reconstitution and 5 days from the first tamoxifen administration. (B) Hematological analysis of peripheral blood of CD45.1 wild type mice transplanted with either *Nup358<sup>fl/fl</sup>* or *Nup358<sup>fl/fl</sup>CreERT<sup>2</sup>* after 12 weeks of reconstitution and 5 days from the first tamoxifen administration showing the decrease in hematocrit (HCT), mean corpuscular volume (MCV), mean corpuscular hemoglobin (MCH), mean corpuscular hemoglobin concentration (MCHC), and

red cell distribution width (RCDs and RDCs). (C) Flow cytometry analysis of the expression of the congenic markers CD45.1 and CD45.2 in peripheral blood of CD45.1 wild type mice transplanted with either *Nup358<sup>fl/fl</sup>*CD45.2 or *Nup358<sup>fl/fl</sup>CreER<sup>T2</sup>*CD45.2 after 12 weeks of reconstitution and 12 days from the first tamoxifen administration. Data are mean  $\pm$  s.d. \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\* $\leq 0.001$ , \*\*\*\* $\leq 0.0001$  by multiple unpaired Student's t test with Holm-Sidak method to correct for multiple comparisons. Each dot represents an individual animal.

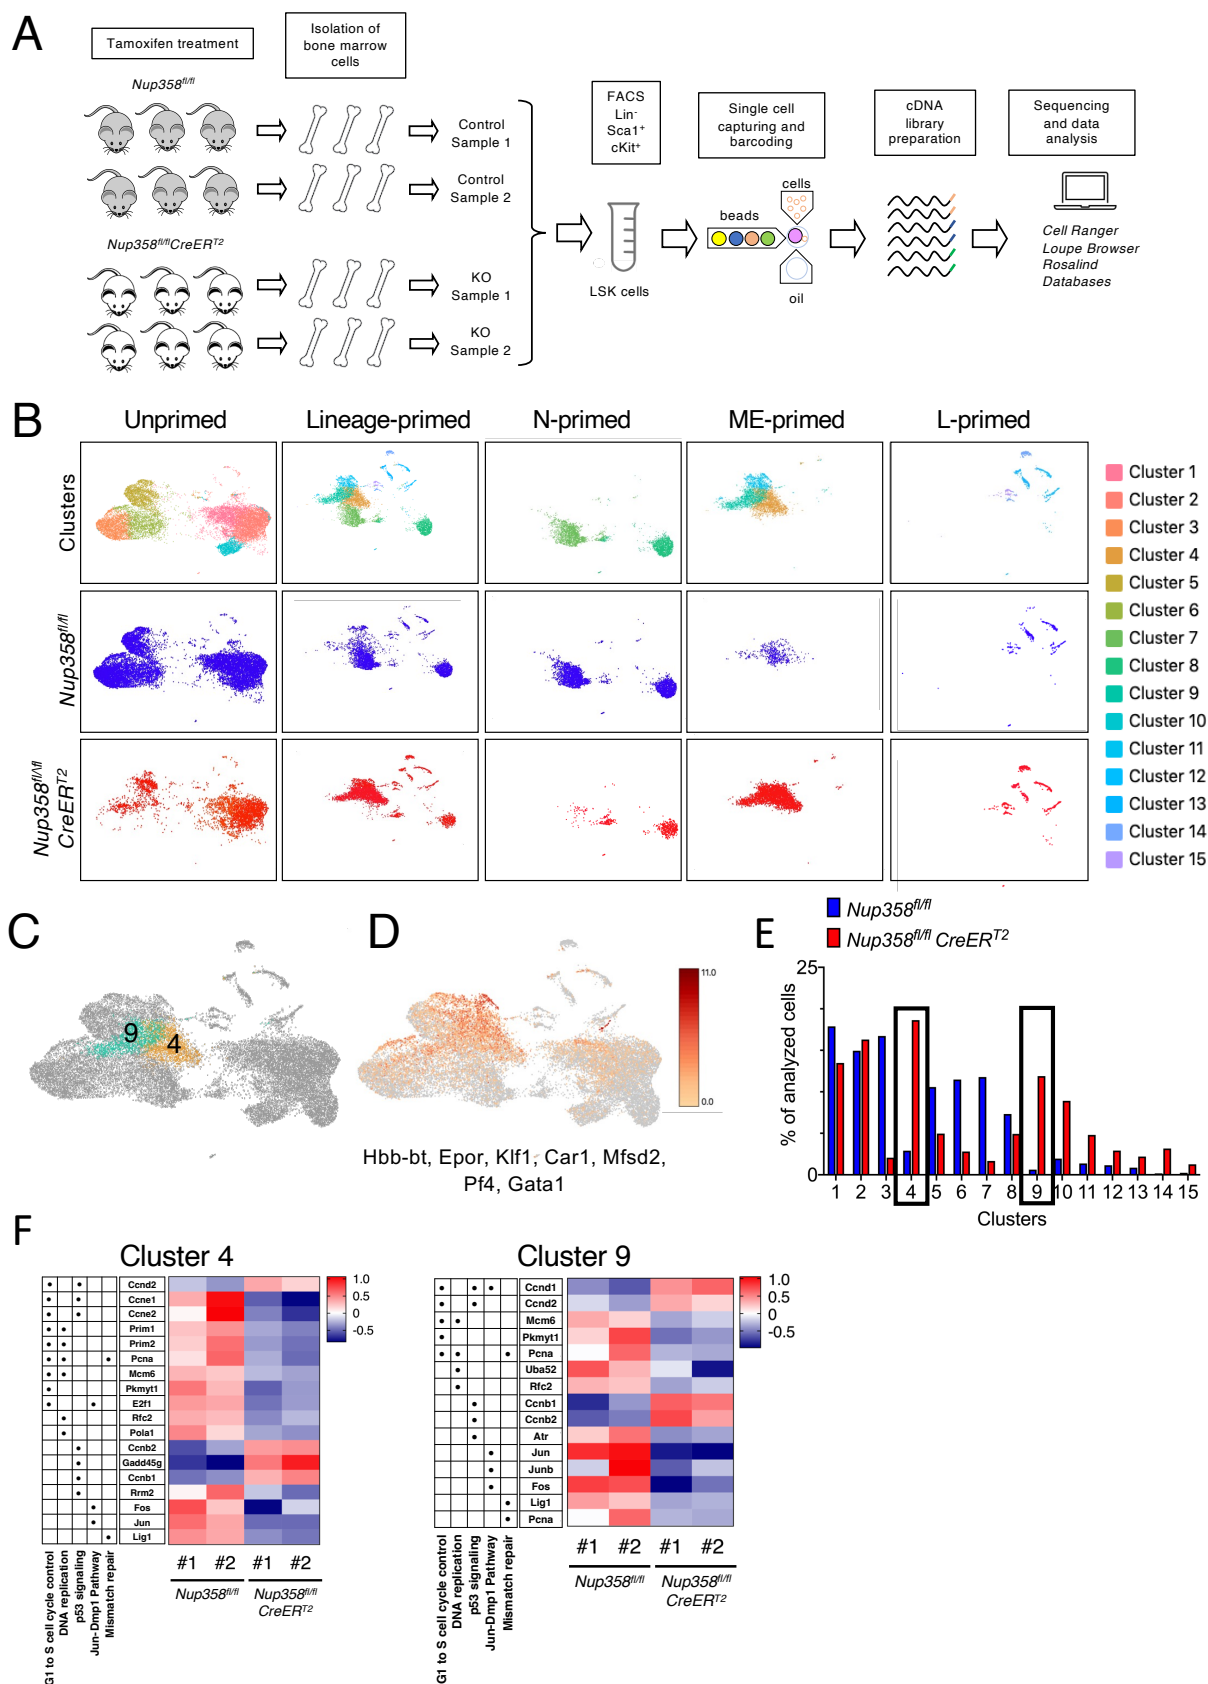

**Fig. S4. Single cell RNaseq approach and analysis.** (A) Schematic illustration of scRNA-seq experimental strategy. (B) UMAP representation of cluster differences between control and Nup358 knockout mice. (C) UMAP representation megakaryocyte-erythrocyte primed clusters (4 and 9). (D) Expression of megakaryocyte/erythrocyte genes superimposed to the UMAP plot. Combined expression level of the megakaryocyte/erythrocyte genes Hbb-bt, Epor, Klf1, Car1, Mfsd2, Pf4, and Gata1 is represented in shades of red/orange. (E) Percentage of control (blue) and Nup358 knockout (red) cells in each cluster. Megakaryocyte-erythrocyte primed clusters (4 and 9) are highlighted in boxes. (F) Heatmaps of differentially expressed genes involved in cell cycle and DNA damage pathways in cluster 4 and 9 (Fold change  $> \pm 1.25$ ;  $p < 0.05$ ).

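In cells like clusters 4 and 9, none of the 7 genes in the fixed ME list had a mean CPM above that of the other cells over the 4 libraries, and 1 of 7 had with the cluster that carries neutrophil markers left out. Car1 had 44.8 ± 28.0 CPM in cells like clusters 4 and 9 and 99.2 ± 51.3 CPM in the other cells (mean ± SD, n = 4 libraries). Hbb-bt had 142 ± 83.8 CPM and 153 ± 114 CPM, and Mfsd2b had 5.30 ± 3.60 CPM and 7.71 ± 2.48 CPM. In cells like cluster 9 alone Hbb-bt had 274 ± 75.0 CPM. The other cells include the ME-like cells, which carry these markers. Against all cells that are not ME-like, where Car1 had 32.2 ± 13.3 CPM, the means of Car1, Gata1, Klf1, Epor and Mfsd2b were higher. Those of Hbb-bt and Pf4 were lower, and each difference lay within the SD between libraries.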

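Taken singly, cells like cluster 4 made up 13.2% (95% interval 12.5 to 13.9) and 9.73% (9.04 to 10.5) of the cells in control replicates 1 and 2, and 20.6% (19.4 to 21.7) and 59.0% (57.5 to 60.5) in Nup358 knockout replicates 1 and 2. The means were 11.4% and 39.8% (exact permutation test, p = 0.333). Cells like cluster 9 made up 2.08% (1.79 to 2.39) and 0.324% (0.203 to 0.490) of the control libraries and 6.65% (5.96 to 7.40) and 1.51% (1.17 to 1.93) of the knockout libraries. Control replicate 1 thus held a larger share of these cells than knockout replicate 2, and the difference between the means, 2.88 points, was smaller than the SD of the knockout libraries, 3.64 (exact permutation test, p = 0.667). It was 0.312 points without knockout replicate 1 and 5.45 points without knockout replicate 2, and the cluster 4 difference of 28.3 points was 9.11 points without knockout replicate 2 and 47.6 points without knockout replicate 1. With copied barcodes left out, the cluster 9 shares were 1.47% and 9.08% in control and 15.7% and 15.6% in the knockout, where the match drew on other clusters.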

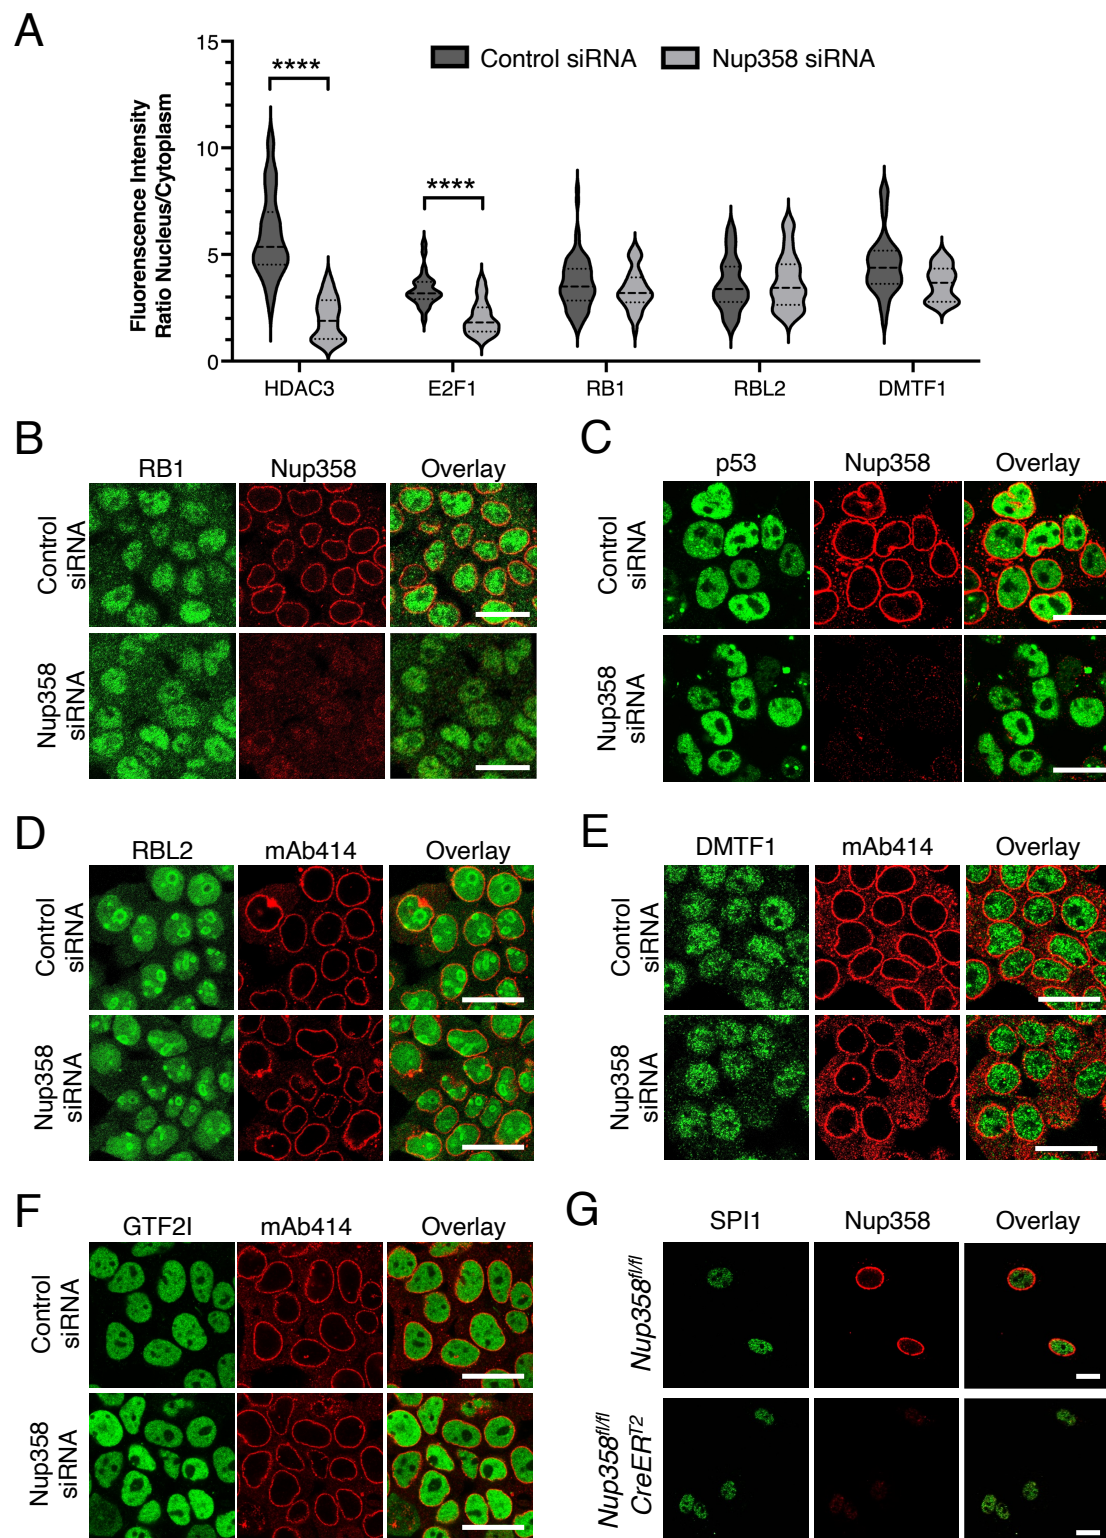

**Fig. S5. Effect of Nup358 depletion on the localization of transcriptional regulators.** 293T cells were transfected with scramble control or Nup358 specific siRNAs and stained with antibodies against HDAC3, E2F1, RB1, RBL2, and DMTF1 at 72 hours post-transfection. (A) The

ratio between nuclear and cytoplasmic signal for each factor was quantified. (B-F) Representative immunofluorescence images showing the localization of RB1 (B), p53 (C), RBL2 (D), DMTF1 (E), and GTF2I (F) in 293T cells 72 hours after transfection with scramble control or Nup358 specific siRNAs. Cells were co-stained with an antibody against nucleoporin Nup358 or with the mAb414 antibody that recognizes several nucleoporins. Scale bars, 25  $\mu$ m. (G) Bone marrow derived macrophages were obtained from *Nup358<sup>fl/fl</sup>* and *Nup358<sup>fl/fl</sup>CreER<sup>T2</sup>* and treated *in vitro* with tamoxifen to ablate Nup358 expression. The localization of SPI1 (PU.1) was analyzed by immunofluorescence. Scale bars, 25  $\mu$ m.

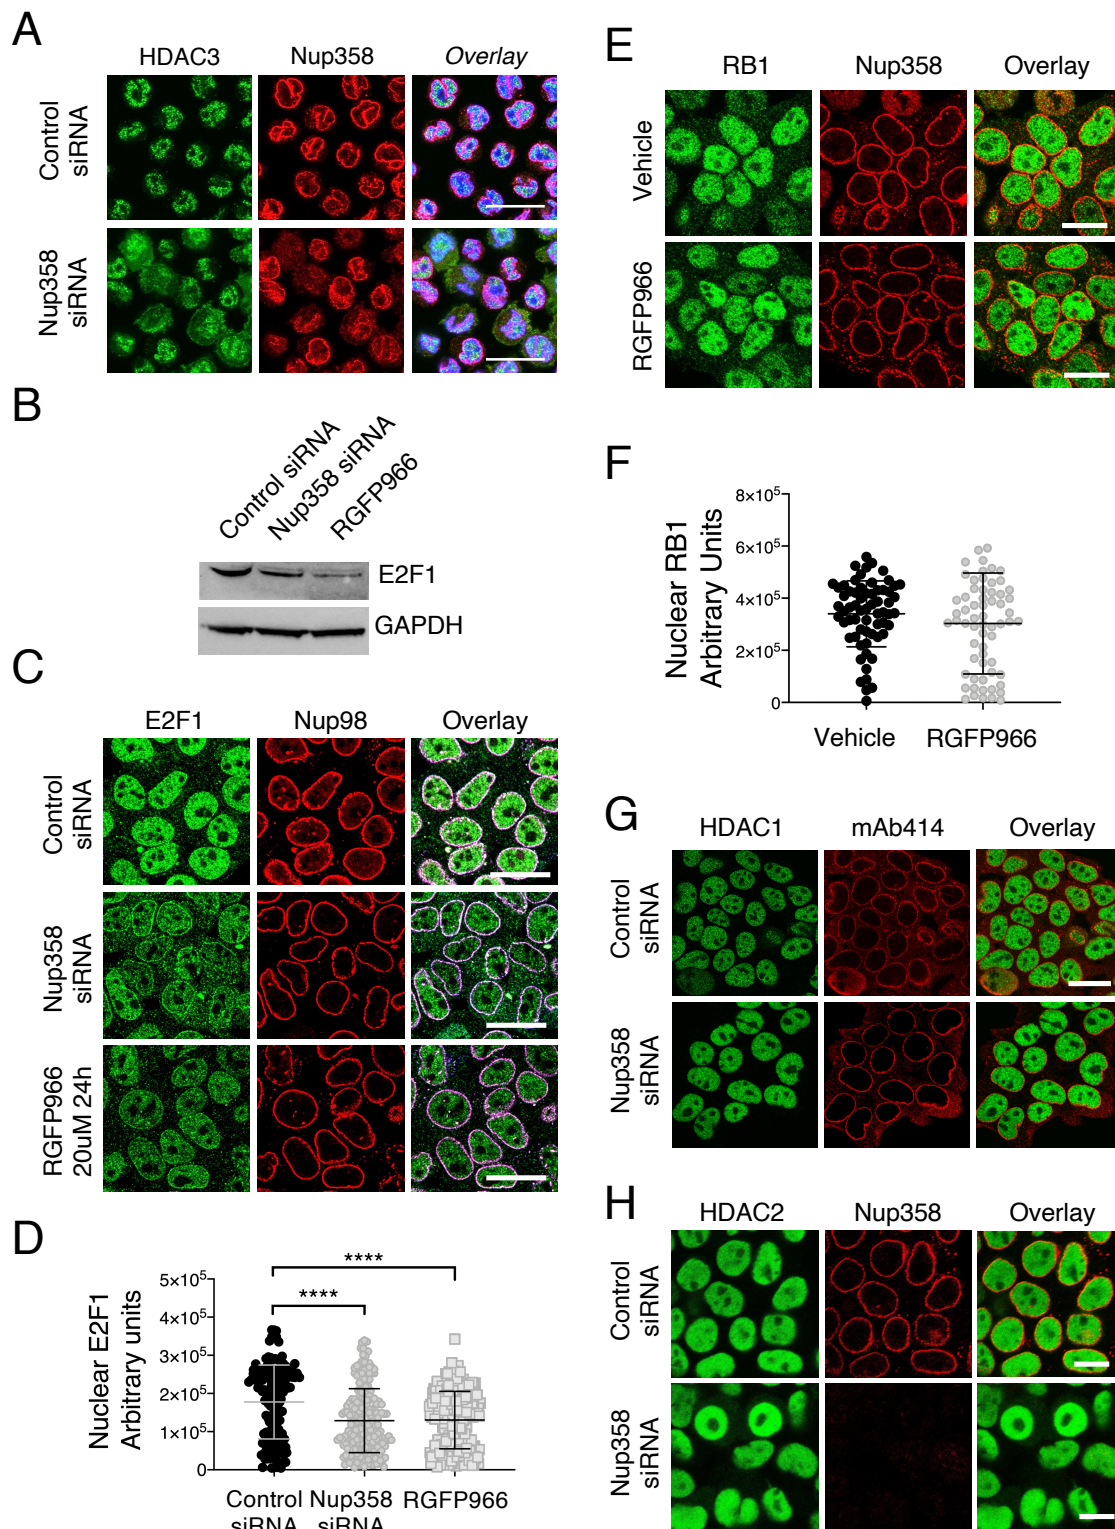

**Fig. S6. Nup358 depletion E2F1, HDAC1, and HDAC2.** (A) MOLM13 cells were transduced with Lentivirus carrying either scramble control or Nup358 targeting shRNA and the localization

of HDAC3 was analyzed by immunofluorescence after 21 days of treatment with doxycycline to induce downregulation of Nup358. (B) 293T cells were transfected with scramble control or Nup358-specific siRNAs or treated with the selective HDAC3 inhibitor RGFP966 at the final concentration of 20  $\mu$ M for 24 hours and the expression levels of E2F1 were analyzed by western blot. GAPDH was used as loading control. (C) 293T cells were transfected with scramble control or Nup358-specific siRNAs or treated with the selective HDAC3 inhibitor RGFP966 at the final concentration of 20  $\mu$ M for 24 hours and the localization of E2F1 was analyzed by immunofluorescence. Cells were co-stained with an antibody against nucleoporin Nup98. Scale bars, 25  $\mu$ m. (D) Quantification of E2F1 nuclear signal in control and Nup358 knockdown 293T cells and 293T cells treated with RGFP966 as in (C). (E) 293T cells were treated with the selective HDAC3 inhibitor RGFP966 at the final concentration of 20  $\mu$ M for 24 hours and the localization of RB1 was analyzed by immunofluorescence. Cells were co-stained with an antibody against nucleoporin Nup358. Scale bars, 25  $\mu$ m. (F) Quantification of RB1 nuclear signal in 293T cells after treatment with RGFP966 as in (E). (G,H) 293T cells were transfected with scramble control or Nup358 specific siRNAs and the localization of HDAC1 (G), and HDAC2 (H) was analyzed by immunofluorescence at 72 hours post-transfection. Cells were co-stained with either the NPC marker mAb414 that recognizes several nucleoporins or an antibody against nucleoporin Nup358. Scale bars, 25  $\mu$ m.

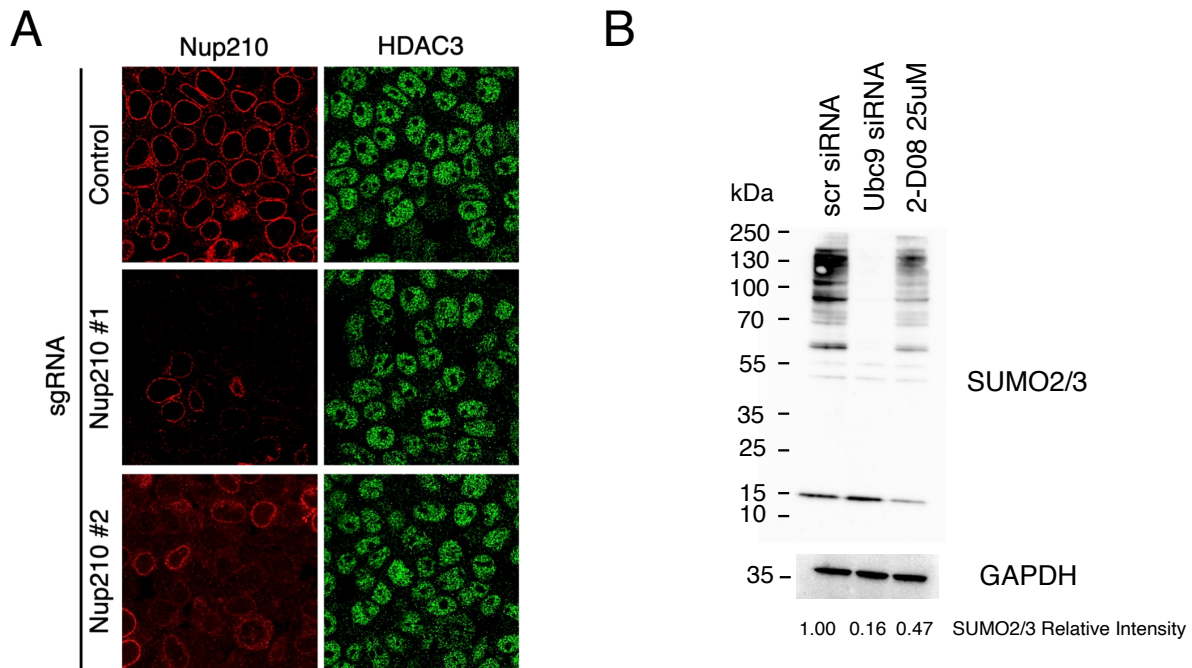

**Fig. S7. Nup210 depletion effect on HDAC3 and SUMOylation inhibition controls.** (A) 293T cells were transfected with control or Nup210 sgRNAs together with SpCas9 2NLS protein. Nup210 CRISPR knockout mixed populations were analyzed antibodies against HDAC3 or Nup210. Ablation of Nup210 does not affect HDAC3 localization. Scale bars, 50  $\mu$ m. (B) 293T cells were transfected with scramble control or Nup358 specific siRNAs or treated with the SUMOylation inhibitor 2-DO8 for 72 hours at 25  $\mu$ M. Inhibition of SUMOylation upon Ubc9 downregulation or 2-DO8 treatment was verified by immunoblot analysis on total protein extracts using an antibody against SUMO2/3.

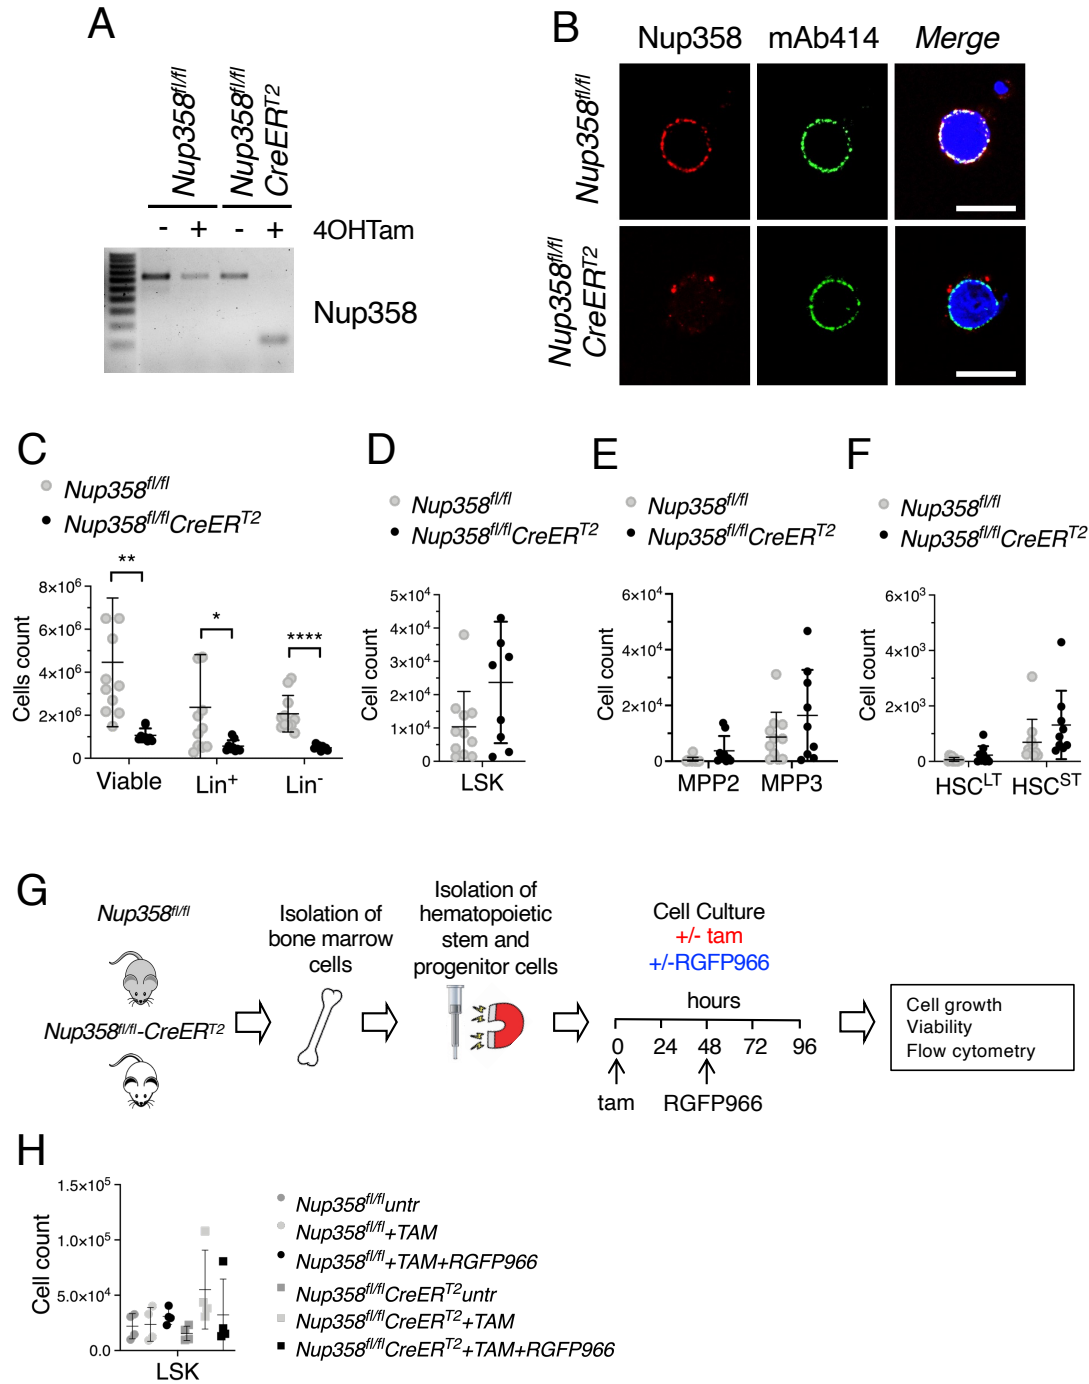

**Fig. S8. *In vitro* myeloid differentiation system.** (A) PCR genotyping after 96 hours of tamoxifen treatment confirming the elimination of exon 2 from Nup358 in hematopoietic progenitor cultures. (B), Immunofluorescence analysis of Nup358 and NPCs (mAb414) on hematopoietic progenitors isolated from Nup358<sup>fl/fl</sup> and Nup358<sup>fl/fl</sup>CreERT<sup>2</sup> mice and treated *in vitro* with tamoxifen for 96 hours. Scale bars, 10  $\mu$ m. (C-F) Flow cytometry analysis of hematopoietic progenitor cell cultures 96 hours after tamoxifen treatment. (G) Schematic illustration of experimental strategy to evaluate the effect of HDAC3 inhibition in control and Nup358 knockout hematopoietic progenitors.

Hematopoietic progenitors isolated from *Nup358<sup>fl/fl</sup>* or *Nup358<sup>fl/fl</sup>CreER<sup>T2</sup>* mice were cultured in vitro in conditions that promote myeloid differentiation in presence of tamoxifen alone or in combination with the selective HDAC3 inhibitor RGFP966. (H) Number of LSK cells determined by flow cytometry analysis of hematopoietic progenitor cultures treated with either tamoxifen or vehicle for 96 hours and HDAC3 inhibitor RGFP966 or vehicle for 48 hours.

A

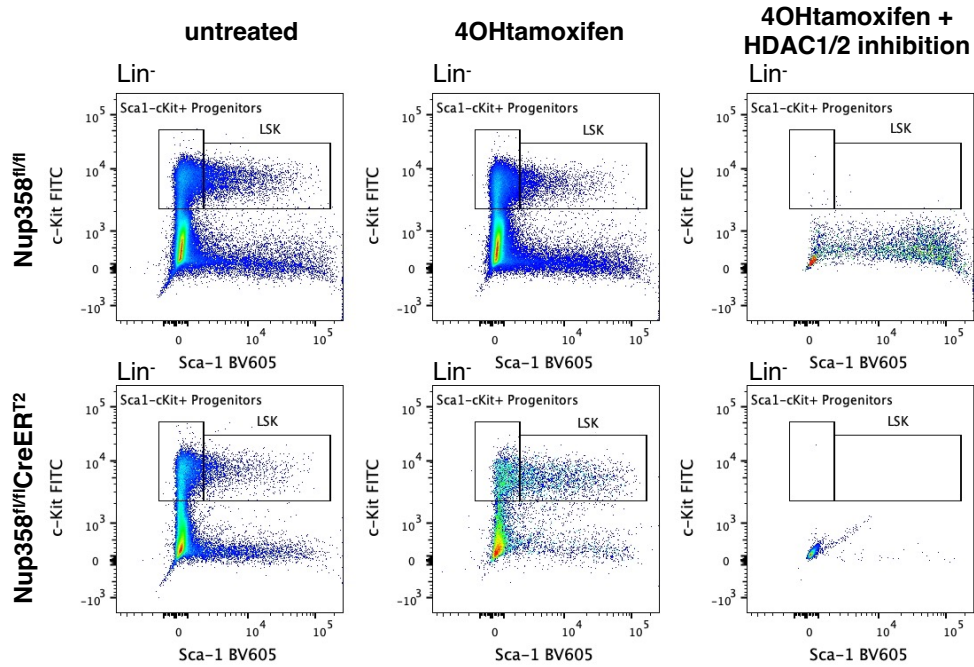

B

- Nup358<sup>fl/fl</sup>untr
- Nup358<sup>fl/fl</sup>+TAM
- Nup358<sup>fl/fl</sup>+TAM+Romidepsin
- Nup358<sup>fl/fl</sup>CreER<sup>T2</sup>untr
- Nup358<sup>fl/fl</sup>CreER<sup>T2</sup>+TAM
- Nup358<sup>fl/fl</sup>CreER<sup>T2</sup>+TAM+Romidepsin

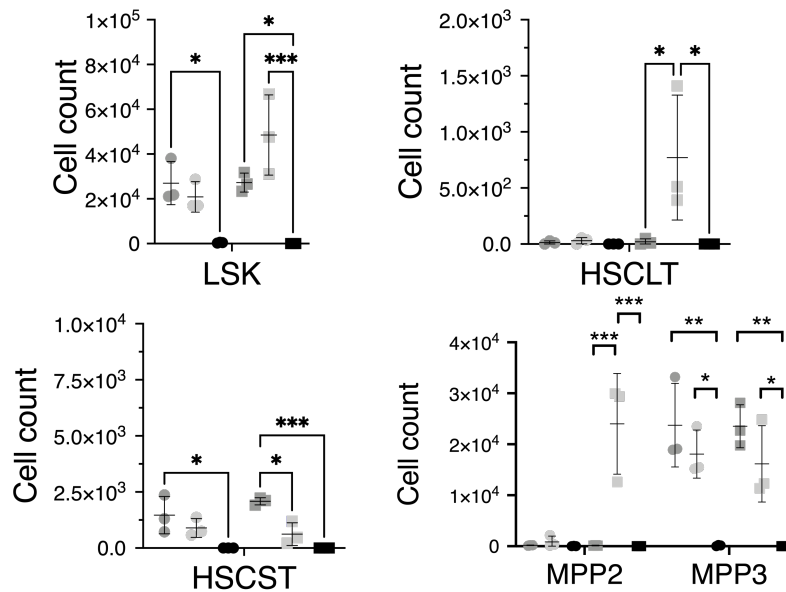

**Fig. S9. Effect of HDAC1 and HDAC2 inhibition in control and Nup358 knockout hematopoietic progenitors.** Hematopoietic progenitors isolated from Nup358<sup>fl/fl</sup> or Nup358<sup>fl/fl</sup>CreER<sup>T2</sup> mice were cultured *in vitro* in conditions that promote myeloid differentiation

in presence of tamoxifen alone or in combination with the dual HDAC1/ HDAC2 inhibitor Romidepsin at the final concentration of 10 nM. (A) Flow cytometry analysis shows that treatment with Romidepsin eliminates Lin<sup>-</sup>Sca1<sup>-</sup>cKit<sup>+</sup> and LSK cells in both *Nup358<sup>fl/fl</sup>* and *Nup358<sup>fl/fl</sup>CreER<sup>T2</sup>* hematopoietic progenitor cultures. (B) Number of LSK and LSK subpopulations MPP2, MPP3, HSC<sup>ST</sup>, and HSC<sup>LT</sup> determined by flow cytometry analysis of hematopoietic progenitor cultures treated with either tamoxifen or vehicle for 96 hours and dual HDAC1/ HDAC2 inhibitor Romidepsin for 48 hours at the final concentration of 10 nM. LSK and LSK subpopulation MPP2, MPP3, HSC<sup>ST</sup>, and HSC<sup>LT</sup> are eliminated upon treatment with Romidepsin in both *Nup358<sup>fl/fl</sup>* and *Nup358<sup>fl/fl</sup>CreER<sup>T2</sup>* hematopoietic progenitor cultures.

**Data S1. (separate file)**

Supplemental Table 1. scRNAseq Sample Quality Control

Supplemental Table 2. Gene markers of the 15 clusters

Supplemental Table 3. Markers from Literature used for Cluster Annotation

Supplemental Table 4. Cluster 4 and 9-Differentially expressed genes ctr vs Nup358 KO

Supplemental Table 5. Proteomic analyses of HDAC3 interactors

How the deposited data were processed for this re-analysis (not part of the article)

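RNA of single LSK cells was counted in 4 libraries, 2 from control mice and 2 from Nup358 knockout mice, each pooled from 3 bone marrows, so that each genotype rests on 6 mice and 2 libraries. The samples' labels give the genotype and the replicate number. Nothing in the labels or the paper pairs replicates with the same number, although the pseudogene Gm8730 split by number in the counts. The paper names FastQC and RSeQC for quality and DESeq2 for normalization, fold changes and p-values, and states no batch, doublet removal or filter on cells. The authors aligned the reads to GRCm38 and counted UMIs per gene and cell barcode with Cell Ranger in each library. The deposited matrices hold whole-number UMI counts of 27998 genes without normalization for the barcodes that the authors called cells. Of the gene identifiers, 27645 (98.7%) are in the annotation used here for positions, which is on the same genome build.

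Cells with fewer than 200 genes or more than 10% mitochondrial UMIs were left out, which kept 24973 of 25242 barcodes. Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and python-igraph 0.11.9 was used for clustering. Counts were scaled to 10000 per cell and log-transformed, and the Leiden method was run at resolution 1 on 15 neighbours in 10 principal components of 2000 variable genes. Clusters were named from the marker lists of Fig. 4C with 9 neutrophil, 7 megakaryocyte and erythrocyte and 10 lymphoid genes. A marker counted when its CPM, with 5 added, was at least 2-fold the median of the other clusters. A name needed at least 3 such markers and a mean log2 fold of at least 2 over the list, and the 10 genes with the largest fold in the cluster had to hold no more genes of another list, with lists for plasma cells, T or NK cells and plasmacytoid dendritic cells counted as lymphoid. Cells with more than 1% of their UMIs from haemoglobin genes were left out of the folds. Of the 3 naming rules tried, this was the last, and it was chosen after the output of the others was seen. The classes are therefore rebuilt and are not the paper's own cell labels, which were not used here. Differences in class shares may come from the names. Clusters were also matched to the paper's clusters with the part of its Table S2 that is at hand, a step added after the data were seen.

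For each group of cells, UMIs were summed per library and tested with R 4.3.3, edgeR 4.0.16 and limma 3.58.1. Genes were kept by edgeR's filter on low counts, scaled by its trimmed mean of M-values and tested by the quasi-likelihood method with Benjamini-Hochberg adjustment at 0.05. The standard error given with an edgeR fold change is its absolute log2 value over the square root of the F statistic. It therefore follows from the test and is not a separate estimate of the spread between libraries. Lists of genes for G1/S, G2/M, immediate early genes, targets of p53, the 9 regulators and 3 class I HDAC genes that the paper discusses, 17 MPP2 markers and the marker lists were tested with camera at a correlation of 0.01 and with fry. A list of 58 nuclear transport genes was added after the data were seen. Genes are named in the text when the paper names them, when they belong to these lists, when they have the smallest p in Table S4, or when they have the 5 largest rises or falls among the genes past the threshold. The paper's threshold, a fold change over 1.25 with a p under 0.05, was applied beside it with the unadjusted p, and later with the adjusted p as well, since the paper does not say which it used. Cell cycle phases were scored after thinning each cell to 1000 UMIs.

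In a test on simulated data, 200 genes were changed by a log2 fold of 1 or 2 in negative binomial counts. Their dispersion was the trend that edgeR fitted to the libraries. The spread of single genes around that trend was left out, so that the shares found may be too high. Over all LSK cells 89.2% of the changed genes were found, with 4.92% false calls, and in ME-like cells 62.4%, with 3.97% false calls. At a log2 fold of 1 the ME-like share found was 41.9%, so that smaller changes in these cells can be missed. With copied barcodes left out, 77.2% were found over all LSK cells, with 6.29% false calls, and 81.6% in ME-like cells, with 6.63%.

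A total of 17 alternatives were set before the data were examined, and 15 were added later. The planned ones were a minimum of 500 genes, Scrublet doublets left out, resolution 1.5, Seurat reciprocal PCA (Seurat 5.3.0), separate clustering of each library, thinning before clustering, clustering without marker and cell cycle genes, pooled percents, DESeq2 1.42.0, no filter on low counts, the replicate number or the complexity of the library as a block, each library left out in turn and phases without thinning. The added ones leave out copied barcodes or the cluster with neutrophil markers among cells like cluster 4, match clusters to Table S2 in this and the other clusterings, change the naming rule or read the paper's p as adjusted. BLAST 2.17.0 was used to compare sequences of a pseudogene and its relatives. Doublets were not removed in the values reported, since Scrublet named only 3 cells, and immunoglobulin constant genes are not among the genes of the files.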

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

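The tests of copied barcodes and without the cluster that carries neutrophil markers for the nuclear transport genes were chosen after the result was seen, and the other tests of this part were set before their results were seen.

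A cluster of 239 cells with B-cell transcripts appeared almost only in the Nup358 knockout libraries. Its best match was cluster 14, 1 of the paper's lymphoid clusters (correlation 0.873), and the paper does not discuss Ms4a1 in it or its lack of Kit. It held 4 of 9198 cells (0.0435%) and 0 of 6793 cells in the control libraries, where 0 cells allow up to 0.0543% by the exact Clopper-Pearson interval. It held 83 of 4749 (1.75%) and 152 of 4233 (3.59%) in the knockout libraries. The knockout mean was 2.67% and the control mean 0.0217% (exact permutation test, p = 0.333, the smallest that 4 libraries can give). With copied barcodes left out, the shares were 0.0511% and 0.0833% in control and 5.35% and 4.50% in the knockout. Ms4a1 reached 1735 CPM and Cd79a 4476.8 CPM in these cells, against 1.27 and 29.7 CPM in the other cells. Kit had 0 UMIs among their 387327 UMIs, which allows at most 7.75 CPM and is 8.85% of the 87.6 CPM of the other cells. That is what cells outside the sorted LSK phenotype would give. A candidate explanation is therefore that mature B cells entered the sort in the knockout libraries. The paper states that purity was checked after each sort, and the level it reports leaves room for fewer such cells than 1.75% or 3.59%. The paper reports unchanged B cells in the bone marrow of knockout mice (Fig. 1H), which gives no support to a larger number of such cells in the marrow. A sort that let in more such cells was not tested.

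Nuclear transport genes other than those the paper discusses were higher over all LSK cells of the knockout. The median log2 fold change of 58 genes was 0.28, and 58 of 58 were higher over 2 libraries per genotype, and both camera and fry called the list at 0.05, with 4 passing an adjusted p of 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 18 adjusted over the list alone. The list was drawn up after some of these genes had been noticed. Over the 52 that had not been noticed, the median was 0.27 and 52 of 52 were higher, as a response to the loss of Nup358 would need. Both tests called these at 0.05 as well, while fry no longer did with the replicate number as a block or with copied barcodes left out. The median of the full list was 0.41 in cells with no lineage name and 0.20 in cells like cluster 4 with 52 of 58 higher, which fry called at 0.05. It was 0.23 in N-like cells with 50 of 58 higher, 0.33 in cells like cluster 9 with 47 of 53 higher and 0.10 in ME-like cells with 42 of 57 higher, which fry did not call. In ME-like cells without copied barcodes it was 0.35 with 56 of 58 higher, which fry called. In cells like cluster 4 without the cluster that carries neutrophil markers it was 0.25 with 51 of 58 higher, which fry did not call. These values go with a change within cells. A different mix of cells cannot be told apart from it, because the N-like value did not exceed the spread between libraries by that test and each class holds clusters that differ in share between libraries. Copied barcodes are argued against, with a median of 0.35 when they were left out. A response to the loss of Nup358 stays open as a hypothesis, since the same data raised it, and so do differences between the 2 libraries of a genotype that the design does not separate.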

How the results depend on the processing

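Tests on the settings that leave out copied barcodes or the cluster with neutrophil markers, match clusters to Table S2, change the naming rule or use the top 5% of Scrublet scores were chosen after seeing the data, and the other settings were set before. The planned removal of doublets called by Scrublet was not run, since the call named 3 cells. With each library clustered on its own, genes in ME-like cells could not be tested, since Nup358 knockout replicate 1 then had 0 such cells. The cause of the changes below was not tested unless stated.

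The lower N-like share and the higher L-like share kept their direction in every setting that was run for them. None of these settings left out the L-like cluster with mature B-cell genes. The higher share of cells like clusters 4 and 9 was 31.2 points and kept its direction in every setting that was run for it, with 29.9 points for pooled cells, 40.3 with at least 500 genes, 17.5 at resolution 1.5, 6.52 with Seurat reciprocal PCA, 23.1 when thinned, 35.6 with marker and cell cycle genes kept out, 30.7 with the top Scrublet scores left out, 34.5 with copied barcodes left out, 25.5 with these left out and thinned, 42.8 with these and the top Scrublet scores left out and 32.3 with the cluster that carries neutrophil markers left out. When thinned, the libraries of the 2 genotypes overlapped, with 38.2% in control replicate 2 and 38.0% in Nup358 knockout replicate 1. Across the 4 values that each left out 1 library, the N-like difference went from −15.6 to −8.14 points, the L-like difference from 3.94 to 9.25 and that of cells like clusters 4 and 9 from 14.6 to 47.9. The ME-like difference went from −13.9 to 2.06 and that of cells with no lineage name from −1.26 to 23.6. The ME-like difference of −5.91 points reversed to 1.40 with Seurat reciprocal PCA, to 7.12 when thinned to 1000 UMIs before clustering, to 12.2 with copied barcodes left out (with a mean log2 marker fold of at least 2 or 1) and to 0.539 with copied barcodes left out and thinned. The difference in cells with no lineage name, 11.2 points, reversed to −2.17 when thinned, to −10.4 with copied barcodes left out and to −2.92 with copied barcodes left out and a mean log2 marker fold of at least 1. With 2 libraries per genotype no share can pass a threshold of 0.05 in any setting.

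The difference in cycling ME-like cells, 5.22 points and from −4.52 to 14.9 across the fits that each left out 1 library, reversed to −3.11 when marker and cell cycle genes were kept out of the clustering, to −10.03 with the top 5% of Scrublet scores left out, to −5.05 with the first naming rule and to −0.789 and −2.61 with a mean log2 marker fold of at least 1 and 1.5.

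Counts of genes at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment moved most. Over all LSK cells, 415 genes became 961 with DESeq2, 2076 with all genes that have at least 1 count, 980 with the replicate block, 705 with the complexity block and 1257 with copied barcodes left out and the replicate block. In ME-like cells, 0 genes (462 at an unadjusted p under 0.05) became 3 with DESeq2, 74 with all genes, 3 with the replicate block, 38 with the complexity block, 85 with at least 500 genes per cell, 45 at resolution 1.5, 263 with Seurat reciprocal PCA, 153 when thinned, 9 with the top Scrublet scores left out, 75 with the first naming rule, 37 with a mean log2 marker fold of at least 1.5, 82 with copied barcodes left out and 118 with the replicate block added to that. The 0 genes of cells like cluster 4 (1649 at an unadjusted p under 0.05) became 139 with DESeq2, 637 with all genes, 383 with the replicate block, 2 with the complexity block, 15 with copied barcodes left out, 603 with the replicate block added and 90 with the cluster that carries neutrophil markers left out. The 160 genes of cells like cluster 9 became 0 with DESeq2 (28 at an unadjusted p under 0.05), 55 with the replicate block, 11 with the complexity block, 1 with copied barcodes left out and 55 with the replicate block added.

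The correlation of deviations between libraries of the same number was −0.174 over all LSK cells and −0.192 in ME-like cells. With copied barcodes left out it was −0.211 and 0.0717 in the same order. The negative values give no support for pairing the libraries by number, and only the last value was positive. The pseudogene Gm8730 did split by number, so a technical difference that follows the number stays open, and the values with the replicate block are given for that case. For comparison, with the numbers crossed, which is the complexity block, the counts were 705 genes in LSK cells and 38 in ME-like cells. With copied barcodes left out, the complexity block gave 1735 and 86 genes and the replicate block 1257 and 118.

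Of the gene lists in ME-like cells, the immediate early genes stayed lower, with medians from −1.18 to −0.31 across the fits that each left out 1 library, and over all LSK cells from −1.26 to −1.08. The G1/S median, −0.08 and from −0.11 to −0.018 without 1 library, passed camera's threshold in the same direction at −0.16 with resolution 1.5, −0.14 with marker and cell cycle genes kept out and −0.16 with the top Scrublet scores left out. It reversed to 0.026 with Seurat reciprocal PCA, 0.15 with copied barcodes left out (either marker fold) and 0.17 with the replicate block added. The G2/M median, −0.01 and from −0.11 to 0.16 without 1 library, passed at −0.18 with at least 500 genes, −0.093 with the top Scrublet scores left out, −0.19 with the first naming rule, −0.15 with a marker fold of at least 1, −0.16 with copied barcodes left out and −0.12 with the replicate block added, and reversed to 0.31 at resolution 1.5 and 0.11 when thinned. The p53 median, 0.21 and from 0.19 to 0.33 without 1 library, no longer passed at 0.20 with the complexity block, 0.29 with at least 500 genes, 0.10 with Seurat reciprocal PCA, 0.21 with marker and cell cycle genes kept out, 0.15 with the top Scrublet scores left out, 0.12 with copied barcodes left out and 0.056 with the replicate block added. It reversed to −0.036 at resolution 1.5, −0.016 when thinned, −0.14 with the first naming rule and −0.0012 with a marker fold of at least 1.5. The nuclear transport genes not noticed first stayed higher over all LSK cells, from 0.21 to 0.36 without 1 library.

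The share of Table S4 genes with the table's direction in ME-like cells, 86.0% and from 68.3% to 84.9% without 1 library, was 92.3% with at least 500 genes, 91.9% at resolution 1.5, 92.8% with Seurat reciprocal PCA, 89.96% with the top Scrublet scores left out and 90.3% with the first naming rule. It went in cells like cluster 4 from 91.6% to 98.5% without 1 library and was 93.1% with the cluster that carries neutrophil markers left out. For cells like cluster 9 it was 84.9% with DESeq2 and went from 47.5%, without control replicate 1, to 93.1%. Hdac3 in ME-like cells, at −0.01, reversed to 0.32 with at least 500 genes, 0.031 with Seurat reciprocal PCA, 0.11 with marker and cell cycle genes kept out, 0.057 with the first naming rule, 0.17 and 0.11 with a marker fold of at least 1 and 1.5, 0.13 with copied barcodes left out and 0.13 with the replicate block added. Ccl3 and Wfdc17 in ME-like cells reversed to 0.21 and 0.49 with marker and cell cycle genes kept out. For the other single genes, 293 values kept their direction and side of the threshold, 49 newly passed it and 7 no longer did. With 1 library left out, 58 of 155 values of single genes moved by more than their spread, and the direction was not the same in every such fit for Hbb-bt (−0.53 to 1.81), Il7r (−0.11 to 1.93) and Ranbp2 (−0.05 to 0.18) over all LSK cells and for Egr1 (−1.17 to 0.44) and Hdac3 (−0.07 to 0.06) in ME-like cells.

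The 4 libraries gave 2131992, 1744416, 1432347 and 860939 UMIs in ME-like cells, and at that depth a simulated log2 change of 1 was found in 41.9% of genes. Resolution 1.5, with 1950553, 515563, 623189 and 521250 UMIs, gave 45 genes, so the 0 genes are not shown to come from depth.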

Differences from the paper's values

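No tests were chosen for this part, and settings chosen after seeing the values are named as such where they appear. A setting is said to give no difference when its value lies within 1.5-fold of the paper's, for shares other than those of ME-primed cells and clusters 4 and 9 also when it lies within the SD between libraries, and for fold changes when it has the paper's sign and lies within the standard error. The classes were rebuilt here, so that shares can differ from the paper's through the names alone.

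A total of 1626 genes passed the paper's threshold in cells like cluster 4, against 134 in the paper, with 677 against the paper's 35 higher and 949 against the paper's 99 lower. With an unadjusted p, none of the alternatives set before the data were examined came within the paper's values. The paper does not say whether its p is adjusted. With the p read as adjusted, a reading chosen after seeing the values, DESeq2, the tool that the paper names, gave 139 genes, 37 higher and 102 lower, which is no difference. So did leaving out the cluster with neutrophil markers with 90 genes and 73 lower, and for lower genes copied barcodes left out with DESeq2 (141), both likewise chosen after seeing the values. For cells like cluster 9, 1008 genes passed, against 253 in the paper, with 494 against the paper's 57 higher, and again none of those alternatives came within them with an unadjusted p. Lower genes were 514 against the paper's 196, and the complexity block alone among them came near with 224, as did copied barcodes left out with DESeq2, a setting chosen after seeing the values, with 265. With the p read as adjusted, chosen after seeing the values, edgeR gave 57 higher genes, and 42 with all genes that have at least 1 count, but 103 and 80 lower genes, and DESeq2 gave 0 genes. Copied barcodes left out with all genes, likewise chosen after seeing the values, gave 342 genes and 211 lower.

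The paper's Table S4 lists Ccl3 in cluster 4 at −1.26 and Wfdc17 at −1.43, against −3.23 and −2.74 here, and no setting that was run reached the paper's values. It lists Ifitm1 at −0.71, against −0.89 here, and all genes with at least 1 count (−0.86), the replicate block (−0.88), leaving out control replicate 1 (−0.73) or Nup358 knockout replicate 1 (−0.86) gave no difference, as did copied barcodes left out, chosen after seeing the values (−0.81, and −0.80 with DESeq2 or the replicate block), and the cluster with neutrophil markers left out, likewise chosen after seeing the values (−0.75). It lists Ube2c at 0.96, against 0.23 here, and of the alternatives set before the data were examined only leaving out control replicate 2 (0.89) gave no difference. In cluster 9 it lists Egr1 at −1.84, Fos at −1.30 and Jun at −1.64, against −0.78, −0.58 and −0.54 here. None of the alternatives set before the data were examined closed these gaps. Copied barcodes left out, chosen after seeing the values, did so for Egr1 with −2.41 and Jun with −1.58, as did the same with DESeq2, at −2.34 and −1.54, and with the replicate block for Egr1, at −1.88. For Fos these settings gave −0.66 and −0.62, which leaves most of the gap, and lay within the error only because their standard errors were 0.79 and 1.40. Egr3, at −2.66 in the paper's table, had too few counts in cells like cluster 9 to be tested, and without the filter on low counts its value was −3.79, with a standard error of 2.30.

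Lymphoid cells were about 9% of the paper's primed control cells (Fig. 4E, read by eye) against 3.71% here, and a minimum of 500 genes (7.64%), resolution 1.5 (5.89%) and Seurat reciprocal PCA (11.2%) gave no difference. Settings chosen after seeing the values that gave none were the first naming rule (4.81%), copied barcodes left out (5.57%, or 4.85% with a marker fold of at least 1), the same when thinned (6.92%) and with the top Scrublet scores left out (8.64%). ME-primed cells were about 69% of the paper's primed knockout cells and about 18% of its primed control cells (Fig. 4E, read by eye), against 39.0% and 41.2% here. The paper's ME-primed cells are its clusters 4 and 9, while the ME-like cells here best matched cluster 11, so that these are not like groups. For the knockout, thinning (50.9%) and leaving out Nup358 knockout replicate 2 (46.6%) gave no difference, and after seeing the values so did a marker fold of at least 1 (50.6%, pooled 56.0%) and copied barcodes left out (63.2%, pooled 63.3%; with a marker fold of at least 1, 53.8% and 55.3%). For control, Seurat reciprocal PCA (25.3%) and separate clustering (21.3%) gave none, and after seeing the values so did the first naming rule (12.8%, pooled 17.1%), copied barcodes left out with a marker fold of at least 1 (pooled 24.5%), copied barcodes left out and thinned (24.6%, pooled 20.9%) and with the top Scrublet scores left out (23.7%). The separate clustering named 1021 ME-like cells in control replicate 1 and 58 in control replicate 2, so that its mean hides a wide spread. Neutrophil cells were about 12% of the paper's primed knockout cells (Fig. 4E, read by eye) against 31.6% here. None of the alternatives set before the data were examined gave no difference, and after seeing the values copied barcodes left out did with a marker fold of at least 1 (17.8%, pooled 15.2%), when thinned (9.60%, pooled 8.69%) and with the top Scrublet scores left out (8.91%, pooled 8.13%).

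Lineage-primed cells made up about 52% of the paper's knockout cells (Fig. 4D, read by eye) against 29.0% here, where thinning gave 38.4%. Cells like clusters 4 and 9 count as primed in the paper and have no lineage name over all deposited barcodes here. After seeing the values, a marker fold of at least 1 (47.1%, pooled 48.0%) and copied barcodes left out (39.7%, pooled 39.2%; with a marker fold of at least 1, 47.8% and 44.8%) gave no difference. Cluster 4 held about 2.8% of the paper's control cells and about 19% of its knockout cells (fig. S4E, read by eye), against 11.4% and 39.8% here, and leaving out Nup358 knockout replicate 2 (20.6%) reached the knockout value. Other clusterings were matched to these clusters after seeing the values, and of these at least 500 genes (25.1%), resolution 1.5 (18.3%), Seurat reciprocal PCA (19.9%), thinning (21.8%) and the top Scrublet scores left out (25.9%) reached the knockout value, and the last also the control value (3.14%). These values are means of libraries that can lie far apart. With the top Scrublet scores left out, a cluster of 1815 cells like cluster 4 held 9 and 263 cells of control replicates 1 and 2. It held 52 and 1491 cells of knockout replicates 1 and 2. Cluster 9 held about 0.6% and about 12% (fig. S4E, read by eye), against 1.20% and 4.08% here. With the match of the main clustering, none of the alternatives set before the data were examined reached either value. In settings or matches chosen after seeing the values, copied barcodes left out gave 15.6% in the knockout, resolution 1.5 gave 9.80%, marker and cell cycle genes kept out 11.7% and the top Scrublet scores left out 10.5%, which is no difference.

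The paper describes fewer knockout cells in every stem/unprimed cluster. Here the cells with no lineage name were more frequent in the knockout, by 11.2 points, and less frequent with copied barcodes left out, by −10.4 points. Over all deposited barcodes this class includes every cell like clusters 4 and 9, which the paper counts as primed. Those cells were higher by 31.2 points, more than the whole class, so that the other cells with no lineage name were less frequent. The paper describes an expansion of ME-primed cells. Here the class with ME markers was lower in the knockout, by −5.91 points, and higher when thinned, by 7.12 points, with Seurat reciprocal PCA, by 1.40 points, and, in settings chosen after seeing the values, with copied barcodes left out, by 12.2 points, and with these left out and thinned, by 0.539 points. Cells like clusters 4 and 9 were higher, by 31.2 points. The paper describes ME and MPP2 marker expression in clusters 4 and 9. Here 0 of 7 ME genes and 0 of 16 MPP2 genes had a higher mean in cells like these clusters than in the other cells. The counts were 1 of 7 and 0 of 16 with the cluster that carries neutrophil markers left out, a setting chosen after seeing the values. The other cells include the ME-like cells, which carry these markers. Against all cells that are not ME-like, the means of Car1, Gata1, Klf1, Epor and Mfsd2b were higher. Those of Hbb-bt and Pf4 were lower, and each difference lay within the SD between libraries.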

Other observations

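The tests of chance reuse of barcodes, of the pseudogene and of Jchain were chosen after the result was seen. So were those of copied barcodes for the ME-like, N-like and immediate early results and of complexity for cells like clusters 4 and 9. So were those of unequal UMIs and doublets for the N-like share. The other tests were set before their own results were seen. Some of them still use settings chosen after seeing the data, namely copied barcodes left out, the top Scrublet scores left out or the match to Table S2.

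Barcode sequences recurred between libraries, and in 43.3% of deposited barcodes another library held the same sequence with at least 3 times as many UMIs. Chance reuse would put a full cell in each library, and only 0.0898% of shared sequences had their 2 largest counts within 3-fold. In 99.97% of copied barcodes, the UMIs followed the profile of the same barcode in the other library more closely than that of a random cell there. This is consistent with reads of 1 library being counted in another. Where in the sequencing this happened was not tested, and no biological explanation was tested. Many copied barcodes had the larger count in a library of the other genotype, such as 2599 of control replicate 2 with knockout replicate 2.

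The lower ME-like share over all deposited barcodes became 12.2 points higher in the knockout with copied barcodes left out, as it would if copied reads had caused the fall. The higher share that then appeared may still be technical, since the data leave 3 explanations open. Libraries pair by complexity only over all deposited barcodes, where neither pair rose and the smaller difference was −1.29 points. With copied barcodes left out, the pairs had medians of 2387 against 3861 and 3600.5 against 4254 genes, so that complexity cannot be told apart from a larger ME-like class for want of a like pair. In that setting the difference was 0.539 points after thinning and, without thinning, −2.07 points with the top Scrublet scores left out, and the doublet call itself did not work. Unequal UMIs per cell and doublets cannot be told apart from it either, because these settings also changed which clusters passed the naming threshold. In the thinned setting, clusters with ME markers under the threshold held 16.7% and 15.6% of control cells and 21.3% and 43.6% of knockout cells.

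The N-like share was lower in the knockout. The smaller difference of the complexity pairs over all deposited barcodes was −10.4 points, that with copied barcodes left out was −13.6 points and the smaller one of the library means after thinning was −11.5 points. The values without copied barcodes and after thinning argue against copied reads and unequal UMIs per cell as the whole cause. Thinning over all deposited barcodes left the low-complexity pair at −1.85 points, so that a part may come from these. Complexity cannot be told apart, because most barcodes of that pair were copied and no like pair is left without them. With copied barcodes left out, its N-like cells went from 1694 to 109 in control replicate 2 and from 548 to 34 in knockout replicate 1. Doublets cannot be told apart, because the doublet call did not work, and the difference was −11.2 points with the top Scrublet scores left out.

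The share of cells like clusters 4 and 9 was higher in the knockout. Copied reads as the whole cause are argued against by a difference of 34.5 points with copied barcodes left out. The smaller difference of the complexity pairs was 17.2 points, and the smaller one of the library means after thinning was 23.1 points. Complexity and unequal UMIs per cell cannot be told apart from a larger share of these cells, because after thinning over all deposited barcodes control replicate 2 held 38.2% and knockout replicate 1 38.0%. After thinning without copied barcodes, both knockout libraries (52.4% and 39.0%) lay above both control libraries (29.5% and 10.8%). Doublets cannot be told apart, because the doublet call did not work, and the difference was 30.7 points with the top Scrublet scores left out. A change in the marrow of knockout mice was not tested and stays open for this share and for the N-like share, with 2 libraries per genotype and no test that could pass 0.05.

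Immediate early genes were lower over all LSK cells of the knockout. The median of 21 genes was −1.11, none was higher, and 12 passed an adjusted p of 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (fry adjusted p = 0.0151, and 0.0778 with copied barcodes left out). Egr1 fell by 1.91 (adjusted p = 0.00565), Jun by 1.47 (adjusted p = 0.0147) and Fos by 1.39 (adjusted p = 0.0121), all from this edgeR test with Benjamini-Hochberg adjustment, and each was lower in both knockout libraries than in both control libraries. The median was −1.46 in cells with no lineage name (fry adjusted p = 0.0221), −0.78 in N-like cells (fry adjusted p = 0.0529), −0.47 in cells like cluster 4 with 1 of 19 higher (fry adjusted p = 0.429; −0.06 without control replicate 2) and −0.28 in cells like cluster 9 with 7 of 19 higher (fry adjusted p = 0.634; 0.04 without control replicate 1). In N-like cells 3 of these genes passed the adjusted p of that edgeR test with Benjamini-Hochberg adjustment over all genes and 11 of 19 adjusted over the list alone. In ME-like cells with copied barcodes left out, the median was −1.33 with 0 of 21 higher (fry adjusted p = 0.0602), and 7 passed over all genes and 19 over the list alone. These values go with a fall within cells. A different mix of cells cannot be told apart from it, because of these groups only the class with no lineage name passed under fry and each class holds clusters that differ in share between libraries. Copied barcodes are argued against by a median of −1.29 with these left out. These genes also respond to cell handling, which was not tested, so a response of the cells to the loss of Nup358 and a difference in handling both stay open as well. Over the same cells the medians were 0.14 for G1/S with 33 of 43 higher and 0.14 for G2/M with 45 of 52 higher. The median was 0.15 for p53 targets with 13 of 20 higher. Camera called G1/S (adjusted p = 0.0116) and G2/M (adjusted p = 0.00406) as higher and did not call the p53 targets (adjusted p = 0.0775). None of these 3 lists passed under fry. Of the p53 targets, 2 passed the adjusted p of that edgeR test over all genes and 6 over the list alone. The neutrophil list had a median of −2.62 with 0 of 9 higher, the lymphoid list 1.99 with 9 of 10 higher and the ME list 0.05 with 4 of 7 higher. The class I HDAC list in ME-like cells had a median of 0.14 with 2 of 3 higher.

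The largest falls over all LSK cells past an adjusted p of 0.05 from this edgeR test with Benjamini-Hochberg adjustment were in Slc36a2 (−4.63), Nrg1 (−4.22), Tctex1d1 (−4.17), Tmem178 (−4.13) and Cldn13 (−3.98). Among the rises, Gm32200 had 0 control and 37 knockout UMIs (at least 11.6-fold higher), Cplx3 0 and 36 (at least 11.3-fold higher) and D13Ertd608e 1 and 58 (ratio 54.6, counting interval 9.42 to 2194). Klk1 rose by 5.08 and Ms4a1 by 4.99 on the log2 scale.

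Hbb-bt was not called over all LSK cells (0.22, adjusted p = 0.868 from the edgeR test with Benjamini-Hochberg adjustment; −0.53 to 1.81 across the fits that each left out 1 library), and in N-like cells, which do not make it, it rose by 1.92. Whether RNA from other cells contributed cannot be told apart, because Igkc, the other transcript of the test, is not among the genes of the files. Jchain rose by 1.74 over all LSK cells (adjusted p = 0.106 from that edgeR test with Benjamini-Hochberg adjustment). In N-like cells it changed by −0.87, with 17.8 and 3.07 CPM in control and 9.10 and 3.78 CPM in the knockout. RNA from other cells cannot be told apart from more cells that make it, because the knockout values lie within those of control and the fall rests on control replicate 1.

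The pseudogene Gm8730 (chromosome 8 of GRCm38, 102864845 to 102865798) split by replicate number and not by genotype, with 83.0 and 224 CPM in the libraries numbered 1 and 2216 and 1855 CPM in those numbered 2. Its closest relative is Rplp0 (chromosome 5, 115559467 to 115563727), with 98.7% identity over all 954 bases. Rplp0 moved the other way, with a mean log2 of −0.68 for replicate 2 over replicate 1. The sums of the 2 genes were 5791 and 5531 CPM in control and 4936 and 4997 CPM in the knockout. This is consistent with reads of Rplp0 being assigned to the pseudogene in the libraries numbered 2, and it was noticed after the values were seen.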
